# Beneficial Metabolic Effects of Rapamycin Are Associated with Enhanced Regulatory Cells in Diet-Induced Obese Mice

**DOI:** 10.1371/journal.pone.0092684

**Published:** 2014-04-07

**Authors:** Kassem Makki, Solenne Taront, Olivier Molendi-Coste, Emmanuel Bouchaert, Bernadette Neve, Elodie Eury, Stéphane Lobbens, Myriam Labalette, Hélène Duez, Bart Staels, David Dombrowicz, Philippe Froguel, Isabelle Wolowczuk

## Abstract

The “mechanistic target of rapamycin” (mTOR) is a central controller of growth, proliferation and/or motility of various cell-types ranging from adipocytes to immune cells, thereby linking metabolism and immunity. mTOR signaling is overactivated in obesity, promoting inflammation and insulin resistance. Therefore, great interest exists in the development of mTOR inhibitors as therapeutic drugs for obesity or diabetes. However, despite a plethora of studies characterizing the metabolic consequences of mTOR inhibition in rodent models, its impact on immune changes associated with the obese condition has never been questioned so far. To address this, we used a mouse model of high-fat diet (HFD)-fed mice with and without pharmacologic mTOR inhibition by rapamycin. Rapamycin was weekly administrated to HFD-fed C57BL/6 mice for 22 weeks. Metabolic effects were determined by glucose and insulin tolerance tests and by indirect calorimetry measures of energy expenditure. Inflammatory response and immune cell populations were characterized in blood, adipose tissue and liver. In parallel, the activities of both mTOR complexes (*e. g.* mTORC1 and mTORC2) were determined in adipose tissue, muscle and liver. We show that rapamycin-treated mice are leaner, have enhanced energy expenditure and are protected against insulin resistance. These beneficial metabolic effects of rapamycin were associated to significant changes of the inflammatory profiles of both adipose tissue and liver. Importantly, immune cells with regulatory functions such as regulatory T-cells (Tregs) and myeloid-derived suppressor cells (MDSCs) were increased in adipose tissue. These rapamycin-triggered metabolic and immune effects resulted from mTORC1 inhibition whilst mTORC2 activity was intact. Taken together, our results reinforce the notion that controlling immune regulatory cells in metabolic tissues is crucial to maintain a proper metabolic status and, more generally, comfort the need to search for novel pharmacological inhibitors of the mTOR signaling pathway to prevent and/or treat metabolic diseases.

## Introduction

The mechanistic (formerly mammalian) target of rapamycin (mTOR) is a highly conserved serine-threonine kinase that regulates cell size, survival and proliferation in response to amino acids, growth factors, nutrients and cellular energy status [1]. mTOR signaling pathway is constitutively activated in obesity, leading to insulin resistance [2], [3]. Therefore, the mTOR inhibitor rapamycin, an FDA-approved drug for patients with organ transplant [4] has been considered for treatment of metabolic disorders.

mTOR exists in two distinct functional complexes called mTOR complex-1 (mTORC1 or Raptor) and mTOR complex-2 (mTORC2 or Rictor) [5] that differ regarding their sensitivity to rapamycin. mTORC1 is highly sensitive to the drug whilst only daily and chronic exposure to rapamycin can inhibit mTORC2 activity [6], [7].

Conditional knockout of mTOR in the mouse model revealed its role in key functions of several metabolic tissues such as glycogen synthesis in muscle [8], ketogenesis and lipogenesis in the liver [9], [10] and adipogenesis in the adipose tissue [11], [12]. In obese animal models, treatment with rapamycin can reduce adiposity [13], [14]. However, how rapamycin precisely impacts on energy homeostasis is still an open question since, depending on experimental animal models (rat, mouse) or procedures (dose, route and frequency of rapamycin administration), either protective or detrimental effects were observed [13], [15]–[18].

Recent studies revealed that mTOR is also a central regulator of innate and adaptive immune responses; thus connecting metabolism and immunity. Specifically, mTOR controls the differentiation, activation and function of monocytes and macrophages as well as of B -cells and CD4 and CD8 T -cells [19], [20]. Furthermore, mTOR inhibition promotes the generation of CD4^+^ FoxP3^+^ regulatory T cells (Tregs) both *in vitro* and *in vivo* [21]–[23].

Importantly, obesity is associated with profound immune dysfunctions [24]–[26] as well as with chronic, low-grade inflammation that predisposes to the development of systemic insulin resistance [27]–[30]. Indeed, the expanding white adipose tissue (WAT) develops a chronic inflammatory response, largely resulting from increased macrophage infiltration combined with depletion of anti-inflammatory Tregs [31], [32]. Beside Tregs, a group of immature myeloid cells characterized by the co-expression of the surface markers CD11b and Gr-1 (a composite epitope between the Ly6C and Ly6G antigens) was lately reported to counter inflammation during obesity [33]. These myeloid-derived suppressor cells (MDSCs) consist of two major populations depending on Ly6C or Ly6G expression: granulocytic MDSCs (G-MDSCs), which are CD11b^+^ Ly6G^+^ Ly6C^med^, and monocytic MDSCs (M-MDSCs) which are CD11b^+^ Ly6G^−^ Ly6C^hi^ [34], [35]. In obese mice, depletion of MDSCs using Gr1-specific antibody increases insulin resistance and glucose intolerance whilst adoptive transfer of MDSCs improves metabolic parameters [33]. Therefore, maintaining and/or increasing adipose regulatory cells (*e.g.* Tregs and/or MDSCs) is crucial for preserving the insulin sensitive status [33], [36], [37].

Despite the potent immunoregulatory properties of rapamycin [38], the immunological changes associated with its administration to obese mice have never been investigated so far. Therefore, in the current study we assessed the metabolic and immunologic consequences of weekly administration of rapamycin (2 mg/kg) to HFD-fed C57BL/6 mice (the inbred mouse strain that is the most commonly used for metabolic studies) for a period of 22 weeks. We show that, while increasing systemic and adipose inflammation, rapamycin treatment alleviates liver inflammation and, thus, ameliorates the general metabolic status of obese mice. The beneficial metabolic effects of rapamycin were associated with a remodeling of adipose tissue and liver cellular composition with increased numbers of regulatory cells such as Tregs and MDSCs. At the molecular level, rapamycin treatment inhibited mTORC1 activity whilst that of mTORC2 was likely not affected. Although mechanisms through which rapamycin impacts on regulatory cells is still elusive, the present study however extends the concept that targeting the mTOR signaling pathway deserves interest in the treatment of metabolic diseases.

## Materials and Methods

### Animals and Diet and Drug Treatment

C57BL/6JRj mice were obtained from Janvier Laboratory (Le Genest-St-Isle, France). Six-week-old mice (male and female) were fed *ad libitum* with a high-fat diet (HFD; D12492, Research Diets, New Brunswick, NJ, USA) containing 60 kcal% fat. After 5 weeks of diets, mice were randomly divided into 2 groups. One group of mice was intraperitoneally (i.p.) injected with rapamycin (Rapa; 2 mg/kg body weight; LC Laboratories, Woburn, MA, USA) diluted in a vehicle solution (Ve; sterile 10% PEG400/8% ethanol, followed by an equal volume of sterile 10% Tween 80) as described in [13], once a week. The second sub-group received the corresponding volume of the Ve solution.

After 22 weeks of rapamycin (or Ve) treatment, animals were sacrificed by direct cervical dislocation to avoid the effect of anesthesia on lipid metabolism. Then, tissues (*i.e.* blood, liver, perigonadal white adipose tissue (WAT) and interscapular brown adipose tissue (BAT)) were harvested. Sera were kept at −80°C until use. For histological analysis, liver, WAT and BAT were fixed (detailed below) and maintained at 4°C. For expression studies, tissue samples were snap-frozen and stored at −80°C. Interscapular BAT was carefully dissected to avoid the muscle closely associated with it.

### Metabolic Phenotyping

*Body weight and food intake* were measured weekly. Food consumption was estimated by subtracting the amount of remaining food from that of food supplied. Spilled food pellets were carefully collected to ensure the accuracy of food intake measurements.

For *indirect calorimetry*, animals were housed individually in metabolic cages (Oxylet, Panlab, Barcelona, Spain) and acclimatized for 12 hours before the beginning of the analysis. O_2_ consumption (Vo_2_) and CO_2_ production (Vco_2_) were measured during 36 h. Energy expenditure was calculated as described [39].

*Basal core body temperature* was determined using a Thermalert temperature monitor (Physitemp, Clifton, NJ, USA).

For *glucose tolerance tests (GTT)*, animals were fasted for 6 hours before being i.p. injected with D-glucose (1 g/kg body weight; Sigma-Aldrich, Lyon, France). Glucose levels were measured by tail-tip bleeding with an automatic glucometer (ACCU-CHEK Performa, Roche, Mannheim, Germany) before injection and 15, 30, 60 and 180 minutes after glucose administration.

For *insulin tolerance tests* (ITT), animals were fasted for 6 hours before being i.p. injected with insulin (0.75 IU/kg body weight; Sigma-Aldrich). Blood glucose levels were measured before and 15, 30, 45, 60 and 75 minutes after insulin injection.

*Quantification of ketone bodies, adiponectin, leptin and insulin blood levels at sacrifice.*

Ketone bodies levels were determined in the sera of 12-hours fasted mice using beta Hydroxybutyrate (beta HB) Assay Kit (ab83390, Cambridge, UK). Adiponectin, leptin and insulin levels were measured in the sera of 6-hours fasted mice using specific ELISA kits (respectively; Quantikine Mouse Adiponectin/Acrp30 and Quantikine Mouse Leptin (R&D Systems, Minneapolis, MN, USA) and Ultrasensitive Mouse Insulin ELISA (Mercodia, Uppsala, SWE).

### Immunologic Phenotyping

#### Preparation of blood and stromal vascular fraction (SVF) cells

Blood was collected on EDTA (0.5 M). After erythrocyte lysis, aliquots of 10^6^ cells were put into 96-well microtiter plates for staining (see below).

Visceral WAT was harvested, minced and incubated for 1 hour at 37°C in digestion medium (Dulbecco's Modified Eagle Medium (DMEM) F-12; GIBCO, Life Technologies; Saint Aubin, France) supplemented with BSA (1%; Sigma-Aldrich), Gentamycin (1%; GIBCO; Life Technologies) and type I collagenase (1.5 mg/ml; Sigma-Aldrich). Cells from the stromal vascular fraction (SVF) were then collected after centrifugation for 15 min at 250 *g*. After erythrocyte lysis and successive filtration through 250 and 40 µm sieves, SVF cells were resuspended in PBS containing 1% BSA and aliquots of 10^6^ cells were put into 96-well microtiter plates.

#### Fluorescence Activated Cell Sorting (FACS) on blood and SVF cells

Cells were pre-incubated (20 minutes on ice) with purified 2.4G2 monoclonal antibody in order to block Fc receptors (1∶50, BD Bioscience, San Diego, CA, USA). Cells were then incubated (45 minutes on ice) with primary antibodies (listed in Table S1) before being resuspended in PBS containing 0.5% BSA. Acquisition was made on 5×10^5^ cells using a FACS LSR Fortessa (BD Biosciences). Data were analyzed using the FlowJo 765 (Tree Star Inc.; Ashland, OR, USA).

#### Measurement of cytokine levels in adipose tissue explants and blood

For quantification of cytokines secreted by the visceral adipose tissue, tissue explants were cultured for 24 hours in DMEM without serum and supplemented with 1% of penicillin and streptomycin (50 U/ml, GIBCO, Life Technologies). Supernatants were harvested to quantify inflammatory cytokines (IL-6, MCP-1, TNFα and IL-10) using specific ELISA kits (R&D Systems). Blood IL-6, TNFα, MCP-1 and IL-10 levels were quantified using specific ELISA kits (R&D Systems).

### Gene Expression Analysis

#### RNA Extraction and Quality Assessment

Total RNA from liver, white and brown adipose tissue (WAT and BAT, respectively) was extracted using the Qiagen RNeasy Lipid Tissue kit (Qiagen, Germantown, MD, USA). RNAs were quantified and assessed for purity using a NanoDrop Spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Integrity was verified with a BioAnalyser 2100 (Agilent, Palo Alto, CA, USA).

#### Microarray and Clustering Analysis

RNAs (140 ng) from pooled samples (n = 5/group) was amplified and cRNA was labeled with biotin using the TargetAmp Biotin-aRNA Labeling Kit (Illumina, Epicentre Biotechnologies, Madison, WI, USA). Biotin-labeled cRNA (1,500 ng) was hybridized to the Sentrix BeadChip Array for Gene Expression Mouse WG-6 V2 (Illumina) and incubated at 58°C for 16–20 hours in a hybridization oven (Illumina) with rocker speed at 5.

Beadchips were washed and stained according to manufacturer's protocol. Arrays were scanned by chip scanner Bead Array (Illumina), and images analyzed by Genome Studio (Illumina). Data were exported and processed using Genespring GX 11.5.1 (Agilent, Santa Clara, CA, USA). Data from HFD-Ve and HFD-Rapa mice were compared to data obtained from regular chow-fed mice. Genes that were differentially regulated in the experimental groups were identified using the *p*-value cut-off of 0.05. These genes were further analyzed using the Ingenuity Pathway software (Ingenuity, Redwood City, CA, USA). The microarray dataset has been submitted to Gene Expression Omnibus with accession number GSE53980.

#### Quantitative PCR

RNAs (400 ng) were reverse transcribed using the High Capacity cDNA Reverse Transcript Kit from Applied Biosystems (Foster City, CA, USA). Real-time (RT) quantitative PCR was performed on the ABI-7900HT Fast RT PCR system using SYBR green chemistry (Applied Biosystems). Primer sequences are available upon request. EeF2 was used as an internal control to normalize gene expression using the 2^−ΔCt^ method [40].

### Adipose Tissue and Liver Histological Analysis

#### Histology and Morphometric Analysis

Liver, visceral white (VWAT) and BAT samples were overnight fixed in 4% paraformaldehyde before embedding in paraffin. Multiple sections were obtained and stained with hematoxylin and eosin. For the morphometric analysis, at least 10 fields (representing approximately 100 adipocytes) per slide were analyzed. Images were acquired using an optical microscope (Axioplan 2 Imaging, Zeiss, Göttingen, Germany) and analyzed using the Image J software.

#### Immunohistochemical staining

VWAT tissue sections (5 mice per group) were stained with mAb anti-F4/80 (1∶500, eBioscience, San Diego, CA, USA). Staining was visualized using the Image J software. The specificity of the staining was verified by replacing each primary antibody by nonspecific IgG (Rat IgG1κ isotype Control (eBRG1) eBioscience).

### Isolation and Characterization of Myeloid-Derived Suppressor Cells (MDSCs) from Adipose Tissue and Liver

MDSCs were isolated and characterized from single-cell suspensions prepared from VWAT and liver of rapamycin- or Ve-treated HFD-fed mice using MACS technology. Single-cell preparations were washed twice with cold MACS buffer (1% BSA in PBS with 2 mmol/l EDTA). Cells (1×10^8^) were then resuspended in 350 µl MACS buffer and incubated with 100 µl biotinylated anti-Gr-1 Abs (Myeloid-Derived Suppressor Cells Isolation Kit, mouse from Miltenyi Biotec, Auburn, CA, USA) for 20 min at 4°C. Gr-1-labeled cells were then incubated at 4°C with 100 µl streptavidin microbeads (Miltenyi Biotec) for 15 min. Cells were washed, resuspended in 500 µl MACS buffer, and separated from unlabeled cells over a MACS column, according to the manufacturer's instructions (Miltenyi Biotec). The purity of cell preparations analyzed by flow cytometry was >90%.

### Protein Expression Analysis

Frozen WAT, liver and muscle samples were homogenized in RIPA lysis buffer (50 mmol/l Tris-HCL pH7.4, 1% NP-40, 0.5% Na deoxycholate, 0.1% SDS, 150 mmol/l NaCl, 2 mmol/l EDTA and 50 mmol/l NaF) supplemented wih 1× of protease inhibitors (cOmplete Protease Inhibitor Cocktail, Roche). After centrifugation of the lysates, protein concentration was estimated in the supernatant using a Bio-Rad Protein Assay kit (Bio-Rad Laboratories, Munich, Germany). Total proteins (40 µg) were separated on 10% SDS-polyacrylamide gel (Nu-PAGE, Invitrogen, Carlsbad, CA, USA) and then transferred to Immobilon-P Polyvinylidene fluoride membranes (Merck Millipore, Billerica, MA, USA). Membranes were blocked with 5% BSA in PBS 1× Tween 0.1% for one hour before being probed overnight at 4°C with specific primary antibodies (listed in Table S2). After washing, Ab binding was revealed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies (2 hours incubation at room temperature, anti-Rabbit IgG HRP-linked antibody, 1∶5000, #7074, Cell Signaling) and ECL (ECL Plus Western Blotting Detection System, Amersham, Buckinghamshire, UK). Signals were quantified using the ImageJ software.

### Ethics Statement

Mice were maintained in a temperature-controlled (20±2°C) facility room with a strict daily cycle of 12 hours light and darkness and were given free access to food and water, unless stated.

Animals were housed in specific pathogen-free environment in Lille Pasteur Institute's animal facilities. Housing and experimentations were carried out according to the “Principles of laboratory animal care” (NIH publication n° 85-23, revised 1985; http://grants1.nih.gov/grants/olaw/references/phspol.htm) as well as to the French and European guidelines of laboratory animal care (European Communities Council Directive of 1986, 86/609/EEC) and approved by the Departmental Direction of Veterinary Services (Prefecture of Lille, France; IW's authorization number: 59-350152). Additionally, the present project has been submitted to, and approved by, the local Institutional Animal Care and Use Committee (CEEA 75) and received the authorization number AF 04/2010.

### Statistics

Data are presented as means ± SEM except when mentioned. The statistical significance of comparison between the different experimental groups was determined using the non-parametric Mann-Whitney U test. *p*-values less than 0.05 were considered statistically significant.

## Results

### Rapamycin reduced body weight gain and increased thermogenesis

After a 5-week period of high-fat diet feeding (HFD; 60% fat), mice were injected weekly (2 mg/kg/week) for 22 weeks with rapamycin (Rapa) or vehicle (Ve). Figure 1A shows that HFD-fed mice injected with rapamycin gained less weight than Ve mice. Consistent with body weight data, Rapa mice showed a significant reduction of visceral (perigonadal) white adipose tissue (VWAT) mass, compared to controls (Figure 1B). The lower leptin blood level in rapamycin-treated mice was concordant with reduced fat mass (Figure S1A).

**Figure 1:**
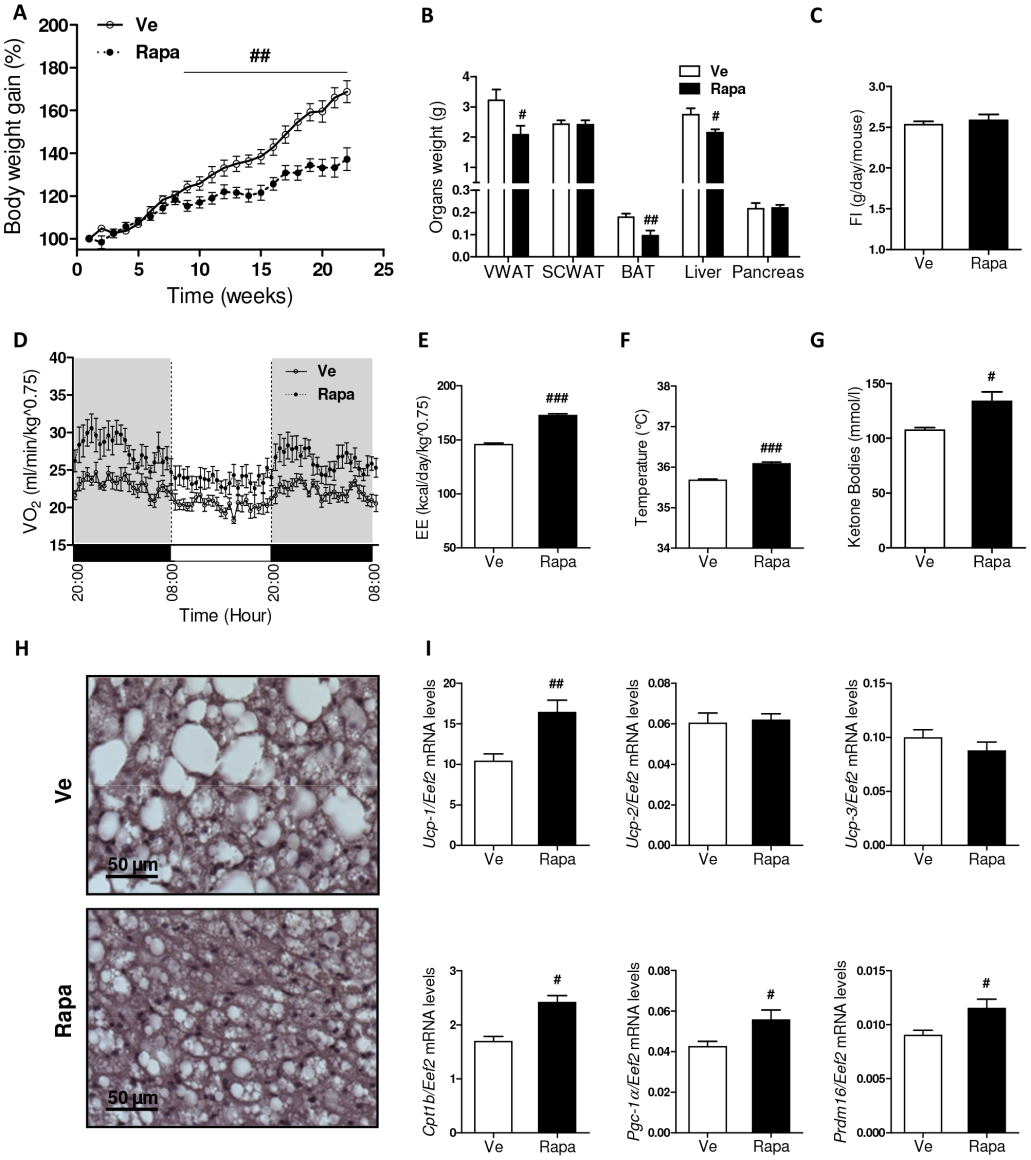
Body weight gain, feeding behavior and thermogenesis in rapamycin-treated mice. (**A**) Time course of body weight gain (%) measured over rapamycin treatment. Mice were fed on HFD for 6 weeks before receiving rapamycin (Rapa: •) or vehicle (Ve: ○) once a week for 22 weeks. (**B**) Masses (g) of visceral (perigonadal) white adipose tissue (VWAT), subcutaneous white adipose tissue (SCWAT), interscapular brown adipose tissue (BAT), liver and pancreas at 22 weeks (Rapa: ▪, Ve: □). (**C**) Cumulative food intake (g/day/mouse) (Rapa: ▪, Ve: □). (**D**) Oxygen consumption (Vo_2_) (ml/min/kg∧0.75) measured by indirect calorimetry over a 36-hour monitoring period (Rapa: •, Ve: ○). (**E**) Energy expenditure (kcal/day/Kg∧0.75) measured using indirect calorimetry over a 36-hour monitoring period (Rapa: ▪, Ve: □). (**F**) Core body temperature (°C) (Rapa: ▪, Ve: □). (**G**) Serum total ketone bodies (mmol/l) in 12-hours fasted mice (Rapa: ▪, Ve: □). (**H**) Representative sections of H&E-stained BAT of Ve- or Rapa-treated mice. Scale bars represent 50 µm. (**I**) Real-time quantitative PCR (RT-qPCR) analysis of BAT, after 22 injections (Rapa: ▪, Ve: □): Expression levels of *Ucp-1*, *Ucp-2*, *Ucp-3*, *Cpt1b*, *Pgc-1α* and *Prdm16* (normalized to *Eef2* expression). (**A–I**) Data are expressed as mean ± S.E.M. of 8 to 10 mice per group. ^#^ *p<*0.05, ^##^ *p<*0.01, ^###^ *p*<0.001.

Despite reducing body weight gain, rapamycin treatment did not affect food intake (Figure 1C), suggesting that increased energy expenditure might be the underlying cause of resistance to HFD in rapamycin-treated mice. To explore this, we housed mice from each group in metabolic cages in order to measure oxygen consumption (Vo_2_), carbon dioxide production (Vco_2_), and locomotor activity. We observed no consistent differences neither in respiratory quotient (RQ; an indirect indicator of lipid *vs.* carbohydrate utilization) nor in locomotor activity (Figures S1B and S1C). In contrast, Rapa mice consumed more oxygen than controls (Figure 1D) and showed higher energy expenditure (Figure 1E). Consistently, basal core body temperature and serum ketone bodies levels were higher in Rapa mice when compared to controls (Figures 1F and 1G). Strikingly, mass of the brown adipose tissue (BAT; the major site of thermoregulation) was lower in Rapa mice (Figure 1B) and its histological analysis revealed less lipid accumulation (Figure 1H), suggesting that rapamycin treatment has increased thermogenesis. This was comforted by significant increased expression of genes involved in BAT function, namely uncoupling protein-1 (*Ucp-1*; a mitochondrial protein specifically expressed in brown adipocytes that is involved in cold-induced nonshivering thermogenesis as well as diet-induced thermogenesis), carnitine palmitoyltransferase 1B (*Cpt1b*; a mitochondrial enzyme involved in fatty acid β-oxidation), peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Pgc-1α*; a factor that controls several aspects of mitochondrial biogenesis and is essential in BAT thermogenesis and PR domain containing 16 (*Prdm16*; a zinc-finger protein highly enriched in brown adipocytes that is crucial in the control of brown fat determination), whereas *Ucp-2* and *Ucp-3* expression levels were comparable in both groups (Figure 1I).

### Rapamycin increased macrophage recruitment in the adipose tissue

Histological examination of VWAT sections showed a greater cell-size heterogeneity (Figure 2A) confirmed by morphometric analysis which showed a significant decrease in the percentage of large adipocytes (>80 µm) in the tissue of Rapa mice (Figure 2B). Strikingly, Rapa-treated mice VWAT was markedly infiltrated with cells, mostly located around the smallest adipocytes (Figure 2A).

**Figure 2:**
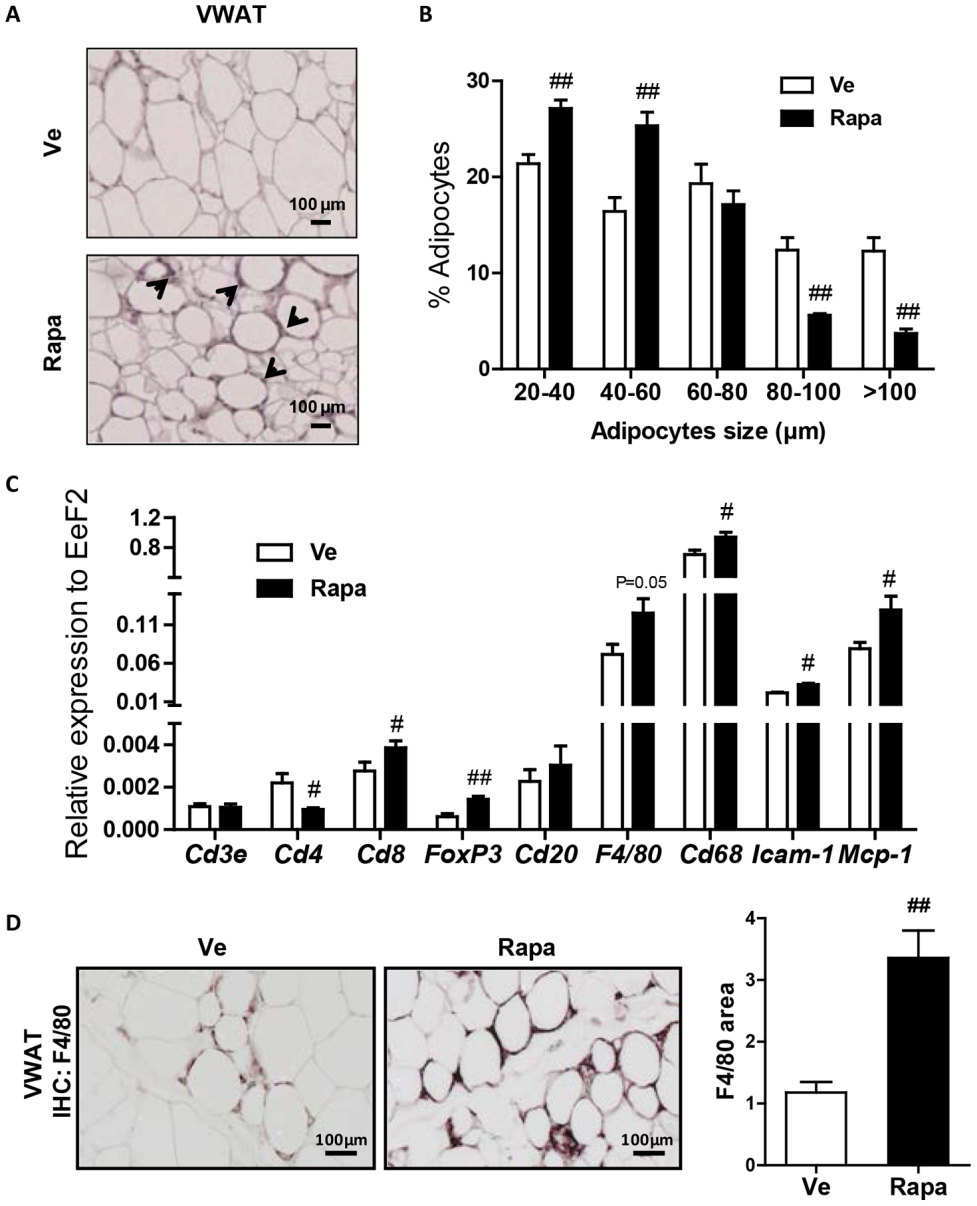
Rapamycin impact on VWAT. (**A**) Representative sections of H&E-stained VWAT of Ve- or Rapa-treated mice. Scale bars represent 100 µm. Black arrows target to infiltrating cells. (**B**) Adipocyte diameter distribution of the VWAT of 5 Ve-treated and 5 Rapa-treated HFD-fed mice (Rapa: ▪, Ve: □). (**C**) RT-qPCR analysis of VWAT, after 22 injections (Rapa: ▪, Ve: □): Expression levels of T-cell (*Cd4*, *Cd8*, *FoxP3*), B-cell (*Cd20*) and macrophage (*Cd68*, *F4/80*) specific markers and of leukocyte migratory factors (*Icam-1*, *Mcp-1*) specific markers (normalized to *Eef2* expression). Data are expressed as mean ± S.E.M. of 8 to 10 mice per group. **^#^** *p*<0.05, ^##^ *p*<0.01. (**D**) Representative sections of the VWAT from Ve- or Rapa-treated mice immunostained with F4/80 Ab (brown color). Scale bars represent 100 µm (left). Quantification of F4/80 positive signal on VWAT sections by Image J (Rapa: ▪, Ve: □) (right). Data are expressed as mean ± S.E.M. of 5 mice per group. ^##^ *p*<0.01.

To identify the nature of the cells infiltrating the VWAT of rapamycin-treated mice, we performed real-time quantitative PCR to compare the expression levels of genes specific for several immune cell-types known to invade the expanding adipose tissue (Figure 2C). While expression of *Cd3ε* (T lymphocytes) and *Cd20* (B lymphocytes) transcripts did not discriminate between rapamycin-treated and control mice, expression level of *Cd8* (cytotoxic T cells) transcript was significantly higher in VWAT from rapamycin-treated mice. In parallel, rapamycin significantly decreased the expression level of *Cd4* (T helper cells) while it increased that of *FoxP3* (Tregs), *Cd68* and *F4/80* (monocytes/macrophages) markers. The higher expression of the *Icam-1* and *Mcp-1*, two factors involved in leukocyte migration to inflamed tissues, indicated that rapamycin impacts on immune cell recruitment to VWAT [41], [42].

Immunohistochemistry analysis on VWAT sections revealed increased macrophage recruitment (Figure 2D). F4/80-positive cells (visualized by brown color) were organized as crown-like structures and the surface occupied by stained cells was 3-fold increased upon rapamycin treatment (*p*<0.01) (Figure 2D).

### Rapamycin impact on inflammation differs between tissues

To assess the inflammatory status of the adipose tissue, we first performed microarray gene expression analysis in VWAT. 

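VWAT is the fat around the gonads, a mix of adipocytes, stromal and blood vessel cells and immune cells, so the RNA of each array comes from all of them. 3 groups of mice were compared: mice on regular chow, mice on the high-fat diet injected with vehicle (HFD-Ve), and mice on the same diet injected with rapamycin, an inhibitor of the kinase mTOR, at 2 mg/kg (HFD-Rapa). The paper states that RNA from 5 mice was pooled per group, and 1 Illumina mouse bead array was hybridized per pool. Pooling evens out differences between mice but leaves 1 value per gene and group, so no difference between groups has a replicate check and no p-value is given. The authors' scanner output holds the signal intensity of 45281 probes per array, not normalized, with a detection p that sets each probe against the negative controls of its own array. At a detection p under 0.01, 16951 probes were detected on the chow array, 17561 on the HFD-Ve array and 17966 on the HFD-Rapa array, or 37.4%, 38.8% and 39.7%. The median signals were 92.7, 106.9 and 102.5.
The signals were corrected for background with limma, using an offset of 16, brought to a common distribution by quantile normalization and put on the log2 scale. The 18954 probes detected on at least 1 of the 3 arrays were kept, and the brightest kept probe stood for its gene, which gave 10603 genes. Background correction widens the differences of dim genes. A gene not detected on the dimmer array is given as a lower bound, its signal on the brighter array against the lowest detected signal of the dimmer one. Counts and medians of gene lists take such a gene at its measured difference, and where a count changes with these genes at their bounds, the count at bounds is given in parentheses. The labels and the paper differ in places. The control diet is a low-fat diet in the labels and regular chow in the paper, and the labels also name vehicle for these mice. The labels give an age of 28 weeks, while the paper starts at 6 weeks of age, with 5 weeks of high-fat diet (6 in the Figure 1 legend) and then 22 weeks of injections. The RNA extraction kit in the labels is not the one in the paper's methods. Mice of both sexes were used, and the sexes in each pool are not given in the sources used here.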

Compared to gene expression in the VWAT of mice fed with regular chow, 2,432 genes were deregulated by HFD (Ve group) and this number was increased by ∼1.5-fold (*i.e.* 4,182 genes) upon rapamycin injection (Rapa group), as represented by Figure 3A. 

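On the HFD-Ve array, genes of lipid-laden macrophages were far above the chow array. Trem2, a lipid receptor of these cells, was 19.8-fold higher, Gpnmb 17.5-fold and the protease Ctsk 12.5-fold, and Mmp12, a macrophage elastase, was at least 109-fold higher. Of the 13 measured lipid-associated macrophage markers, 12 were at least 1.5-fold higher and none lower (median log2 difference 2.26), and of 24 macrophage markers 19 were higher and 1 lower (median 1.47). Collagens and other matrix genes were also higher, 22 of 32 (21 at bounds) with none lower (median 1.02). Fatty acid synthesis genes were lower, 16 of 19 (15 at bounds) with none higher (median -1.54). Among them, the elongase Elovl6 was 11.3-fold and Thrsp, a regulator of lipogenesis, 8.51-fold lower. Each of these medians lay outside the central 95% of 10000 random lists of the same size matched on mean signal, as a description of these arrays. The highest gene detected on both arrays was Tph2, an enzyme of serotonin synthesis, at 77.6-fold, followed by the ubiquitin-like Ubd at 58.1-fold. The lowest was Acsm3, a mitochondrial acyl-CoA synthetase, at 29.3-fold below chow, where all 3 of its kept probes ran the same way.
At a difference of at least 1.5-fold, 2839 genes separated HFD-Ve from chow, 1598 of them higher and 1241 lower. HFD-Rapa differed from chow in 4247 genes, 2175 higher and 2072 lower, so the second number was 1.50 times the first. This ratio depends on the processing, at 1.69 without background correction and 1.38 with median scaling. The paper's own counts give a larger ratio than the value of about 1.5 in its text. Of the genes counted, 562 and 754 were not detected on at least the dimmer array, and 245 and 387 of these pass 1.5-fold at their bounds. Without background correction the counts were 1671 and 2817. With median scaling in place of quantile normalization, 2306 genes were higher and 697 lower in HFD-Ve than in chow.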

Genes specifically deregulated in the VWAT of Rapa mice (2,141 genes; *p*<0.01) were included in Ingenuity Pathway Analysis (IPA) for pathway identification. 

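Only on the HFD-Rapa array, 1816 genes passed 1.5-fold against chow, 799 higher and 1017 lower. Of the 1816, 1671 (92.0%) had the same sign in HFD-Ve against chow. Both comparisons use the same chow array, and arrays simulated without any change gave 95.1%. At the noise of that simulation, given below, the shared array alone thus gives a share of this size. Among these genes, 655 (36.1%) were also at least 1.5-fold apart between HFD-Rapa and HFD-Ve. Both arrays shared 2431 genes against chow, 1374 higher in both and 1046 lower in both, and 408 passed only on the HFD-Ve array. The simulated unchanged arrays shared 5.1 genes and had 47.6 genes at 1.5-fold in HFD-Ve against chow. Their noise is the spread between probes of a gene, without any difference between pools of mice, so more could be shared by chance. It was also taken from HFD-Rapa against HFD-Ve (SD 0.19). For HFD-Ve and HFD-Rapa against chow that spread was larger, 0.30 and 0.36, so the simulated values are too low for these comparisons. By comparison, independent lists of these sizes would share 327.8 higher and 242.5 lower genes. The covariance of the differences from chow across genes was 0.57, against 0.02 in the simulation, which has the same limit. With 1 chow array the control could not be split, so part of the shared genes may come from it.
Directly between the high-fat groups, 1709 genes were at least 1.5-fold apart, 907 higher and 802 lower in HFD-Rapa. Of these, 209 were not detected on at least the dimmer array, and 91 of the 209 pass at their bounds. In a separate simulation taken through the same background correction and normalization, 5.42% of unchanged genes passed 1.5-fold. It held 28149 simulated genes, more than were kept here, with noise of SD 0.1. Part of the 1709 genes may thus be noise, and how many is not known. The 4 highest among genes detected on both arrays were Ccn2, a matrix-associated growth factor (5.84-fold), the collagen Col8a1 (5.83-fold), the protease inhibitor Timp1 (5.50-fold) and Ccn4 (4.93-fold). Npy, which encodes neuropeptide Y, was 3.84-fold and the myeloid lectin Clec4d 3.60-fold higher. The lowest were Cyp2e1, a cytochrome P450 (8.00-fold lower), the homeobox gene Hoxc10 (7.51-fold) and Apol11b (6.45-fold). Hoxc10 was high on the HFD-Ve array only (log2 signal 8.69, against 5.20 on chow and 5.78 on HFD-Rapa). Fat of another site in the HFD-Ve pool is an open explanation for it. Such a pool could affect other differences from the HFD-Ve array as well. Of 875 genes at 1.5-fold both here and in HFD-Ve against chow, 692 (79.1%) lay further from chow in HFD-Rapa and 183 closer. Both comparisons use the HFD-Ve array, which alone favours closer genes: the simulated unchanged arrays had 4.5 such genes, 0% of them further from chow. Without background correction, 887 genes separated HFD-Rapa from HFD-Ve, and with median scaling 635 were higher and 1130 lower.

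**Figure D1:**
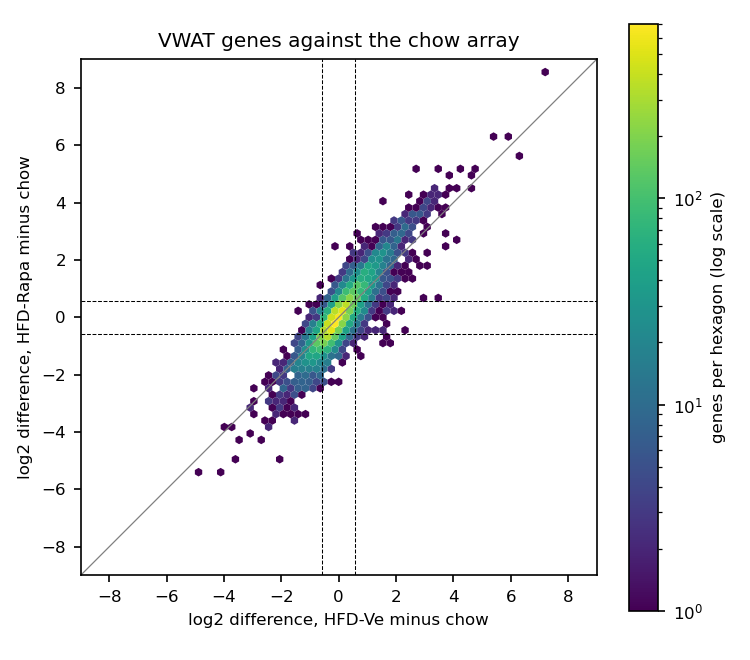
Log2 differences of the 10603 genes from the chow array, HFD-Ve on the horizontal and HFD-Rapa on the vertical axis. Colour gives the number of genes per hexagon on a log scale, dashed lines mark 1.5-fold and the grey line marks equal differences. Most genes far from 0 lie on the same side of 0 on both axes.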

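Genes that guide leukocytes were higher in the VWAT of HFD-Rapa mice than of HFD-Ve mice. Of 30 measured chemokines and chemokine receptors, 16 were at least 1.5-fold higher (15 at bounds) and 3 lower (median log2 difference 0.66). The B cell attractant Cxcl13 was 2.96-fold higher, Cx3cl1 2.82-fold and its receptor Cx3cr1 2.49-fold, while Cxcl12, a chemokine of stromal cells, was 2.30-fold lower. Of 23 genes of leukocyte adhesion and migration, 13 were higher and 1 lower (median 0.67), among them the adhesion receptor Cd44 (1.84-fold) and the proteases Mmp13 (3.34-fold) and Adam8 (1.78-fold). Cytokine genes were higher in 6 of 18 (5 at bounds) and lower in none (median 0.52), with the alarmin Il33 at 2.56-fold and the interleukin 1 receptor antagonist Il1rn at 2.03-fold. Toll-like receptor and NF-kB genes had a smaller median of 0.34 (0.21 with median scaling), with 5 of 25 higher and none lower. The medians of all 4 lists lay above the central 95% of matched random lists. Without background correction, those of the cytokine and chemokine lists were 0.29 and 0.34, and without a detection filter that of the cytokine list was 0.25, all above the central 95% of random lists.
The lists were fixed before the data were examined, from the paper and textbook knowledge. Over the 48 lists with at least 4 measured genes, 22 lay above the central 95% of random lists, 15 below and 11 within. Genes listed in more than 1 list make these results overlap, and 11 of the chemokine genes and 10 of the adhesion genes are also drawn in Figure 3C. So are 8 of 19 fatty acid synthesis, 6 of 13 triglyceride synthesis, 5 of 24 macrophage and 3 of 9 B cell genes. None of the dendritic cell, cholesterol synthesis or oxidative phosphorylation genes is. The study chose the Figure 3C genes on these same samples, so lists that share them are not independent of the data.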

As shown by Figure 3B, the most significant deregulated pathways are related to inflammatory response, cellular movement and immune cell trafficking. Furthermore, pathways related to inflammatory response and immune cell trafficking were predicted to be upregulated in the VWAT of rapamycin-treated mice (Figure 3C and Table S3). In contrast, pathways related to lipid or carbohydrate metabolism were predicted to be under-expressed (Figure 3C).

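Markers of most immune cell types were higher in HFD-Rapa than in HFD-Ve VWAT. Of 11 T cell markers 8 were at least 1.5-fold higher and none lower (median log2 difference 0.85), with the CD3 chains Cd3d, Cd3g and Cd3e 2.13-, 2.03- and 1.96-fold higher. Of 9 B cell markers 7 were higher (6 at bounds) and none lower (median 0.83), including the kinase Blk (2.37-fold) and the receptor chain Cd79b (2.08-fold). By RT-qPCR of single mice, however, the paper found no difference in Cd3e or in the B cell gene Cd20. Cd20, here Ms4a1, was not detected on any array. Macrophage markers were higher in 11 of 24 and lower in none (median 0.54), such as the signalling adaptor Tyrobp (1.93-fold) and the calcium-binding Aif1 (1.90-fold). Lipid-associated macrophage markers, already high in HFD-Ve, were higher again in 6 of 13 (median 0.55), with Mmp12 2.29-fold and Clec7a 2.02-fold higher. NK and cytotoxic cell markers were higher in 4 of 7 (3 at bounds, median 0.64, or 0.16 without a detection filter). Regulatory T cell markers were higher in 4 of 6 by measured differences but in 1 of 6 with undetected genes at their bounds, and the median of 0.69 was 0.36 at bounds. That lies within the central 95% of the random lists as measured (upper end 0.44) and above it only when the random lists are taken at bounds too (upper end 0.30). Dendritic cell and MHC class II genes had a median of 0.26 (0.13 with median scaling), with 3 of 19 higher (2 at bounds).
Not every immune list was higher. Of 23 interferon-stimulated genes 9 were lower and none higher (median -0.40), including the antiviral Rsad2 (3.39-fold lower), Cxcl9 (2.10-fold) and Isg20 (2.03-fold). Alternatively activated macrophage markers went both ways (2 of 12 higher or 1 at bounds, 1 lower, median 0.12, or -0.062 with a detection p under 0.01 on all 3 arrays and 0.29 with one under 0.05 on at least 1 array), with Arg1 2.51-fold higher and Retnla 1.74-fold lower, and acute phase and complement genes did too (1 of 16 higher, 3 lower, median 0.04, or -0.05 with median scaling). Endothelial markers were lower at the same time, with a median of -0.84. Without background correction the medians of the T cell and regulatory T cell lists were 0.39 and 0.30 and that of the B cell list 0.55, and without a detection filter the regulatory T cell median was 0.22, each above the central 95% of random lists.

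**Figure D2:**
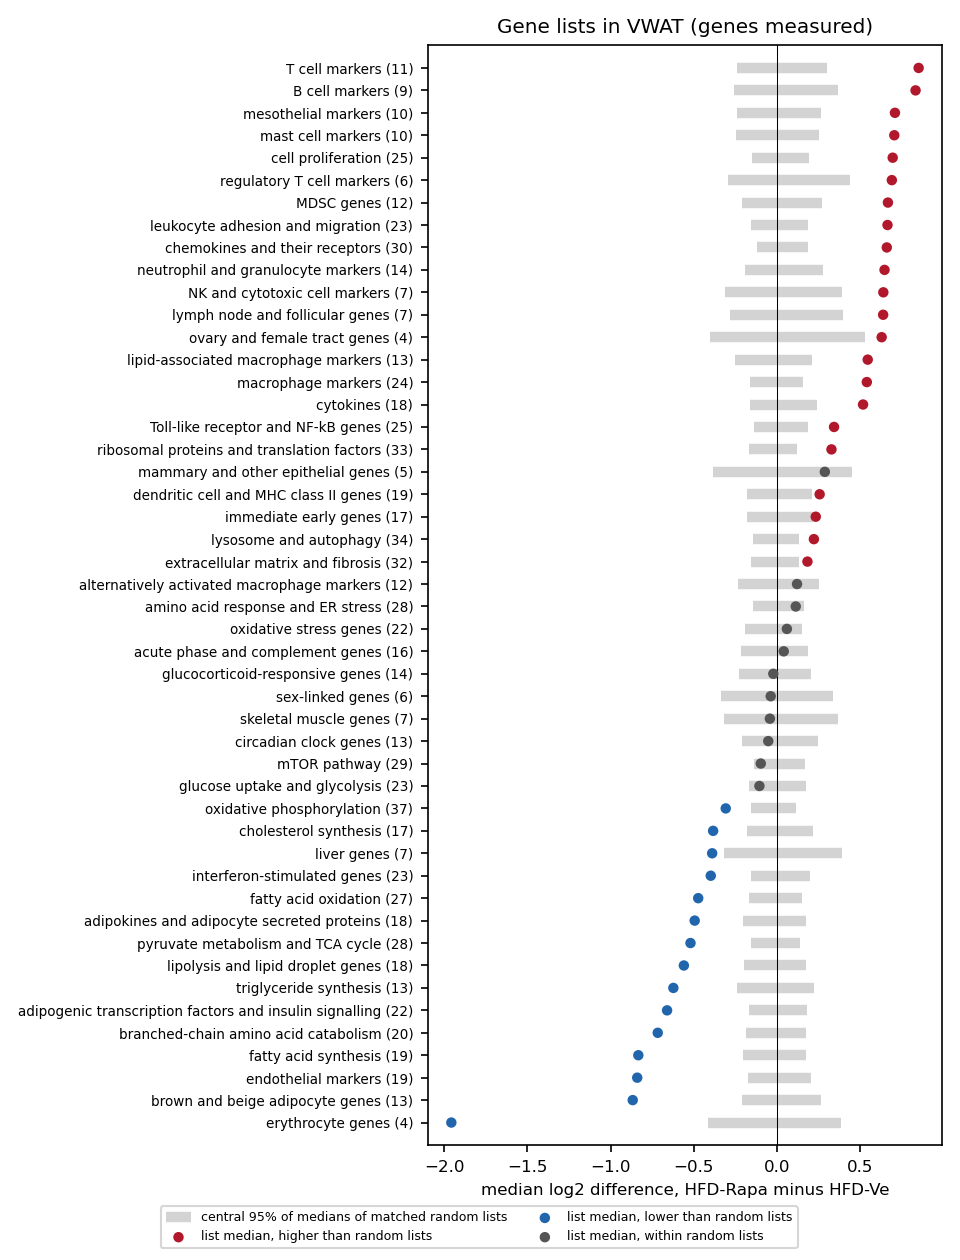
Median log2 difference between the HFD-Rapa and HFD-Ve arrays for each of the 48 gene lists, with the number of measured genes in parentheses. Points are list medians, coloured by their place among random lists, and grey bars span the central 95% of medians of 10000 random lists matched on size and signal. The T cell list has the highest median (0.85) and the erythrocyte list the lowest (-1.96).

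From the genes that were deregulated in HFD-Rapa VWAT alone, the paper used pathway analysis to predict activation states, and states that inflammatory response and immune cell trafficking were predicted to be upregulated.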

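Genes of lipid metabolism were lower in HFD-Rapa than in HFD-Ve VWAT in each list. Fatty acid synthesis genes were at least 1.5-fold lower in 13 of 19 and higher in none (median log2 difference -0.83), with Elovl6 2.76-fold, Pnpla3 2.43-fold and Acss2, which makes acetyl-CoA from acetate, 2.19-fold lower. Triglyceride synthesis genes were lower in 9 of 13 (median -0.62), including the acyltransferases Gpat3 (2.41-fold) and Agpat2 (2.27-fold). Lipolysis and lipid droplet genes were lower in 8 of 18 (median -0.56), with Cidea, a droplet protein, 4.90-fold and hormone-sensitive lipase, Lipe, 2.17-fold lower. Fatty acid oxidation genes were lower in 11 of 27 (median -0.47), among them the peroxisomal enzyme Ehhadh (2.59-fold), and cholesterol synthesis genes in 3 of 17 (median -0.38). None of these lists held a gene that was 1.5-fold higher.
Carbohydrate genes were split. Pyruvate and TCA cycle genes were lower in 10 of 28 with none higher (median -0.52), with the gluconeogenic and glyceroneogenic enzyme Pck1 3.66-fold and pyruvate carboxylase, Pcx, 1.95-fold lower. Glucose uptake and glycolysis genes had a median of -0.10, within the random lists (percentile 9.91), with 6 of 23 lower (5 at bounds) and 3 higher. The insulin-dependent glucose transporter Slc2a4 was 2.35-fold lower and the hexokinase Hk3, which is expressed in myeloid cells, was 1.82-fold higher. Adipogenic transcription factors and insulin signalling genes were lower in 13 of 22 (12 at bounds, median -0.66), including Cebpa (2.12-fold), Ebf3 (2.55-fold) and Pparg (1.90-fold). Brown and beige adipocyte genes were lower in 9 of 13 (median -0.87, or -0.72 with undetected genes at their bounds), with Cox8b 3.21-fold and Ucp3 2.67-fold lower. Without background correction that median was -0.47. Except for glycolysis, each median here lay below the 2.5th percentile of random lists.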

**Figure 3:**
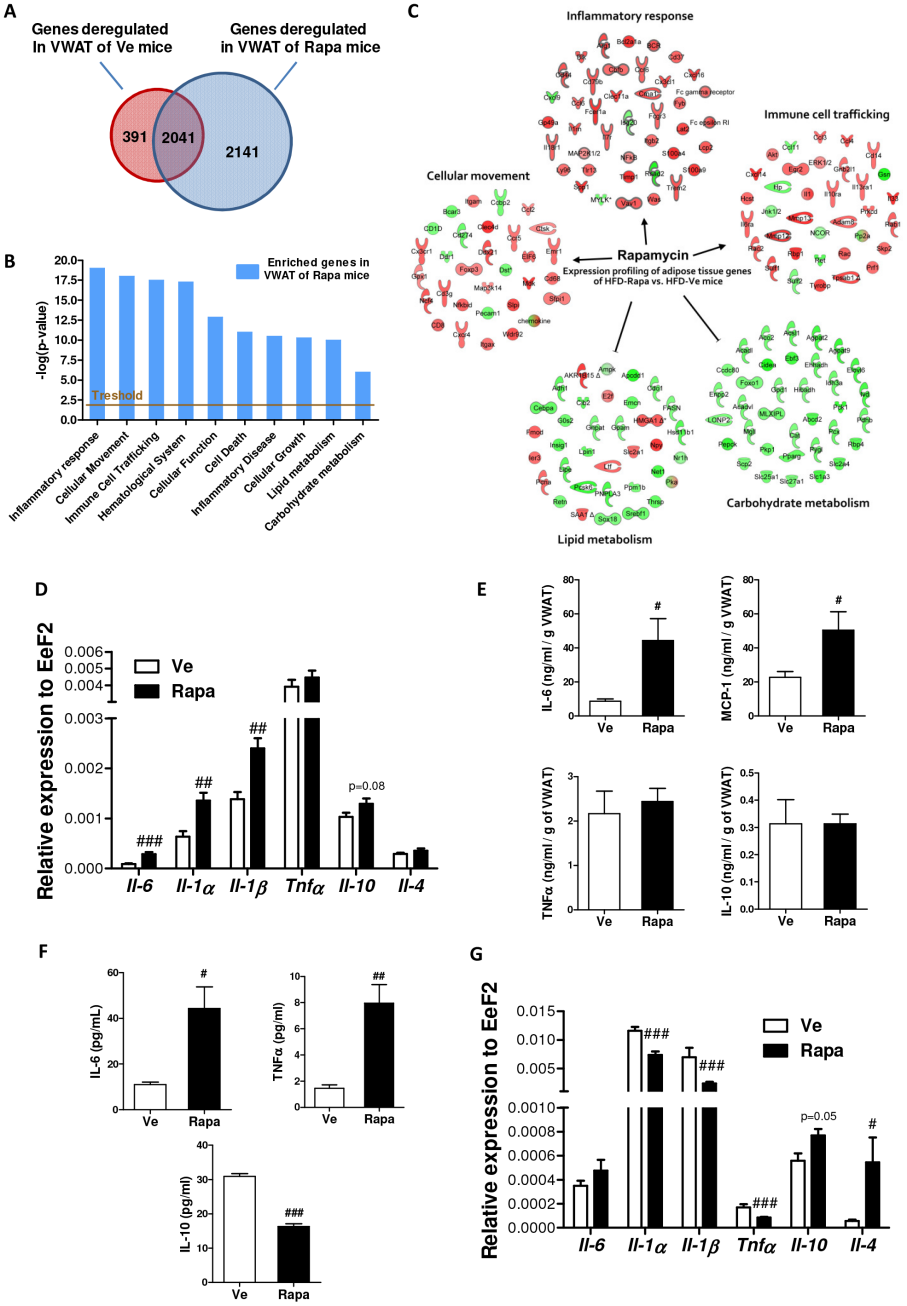
Tissue-specific effects of rapamycin on inflammation. (**A**) Venn diagrams of microarray data representing the number of genes deregulated in the VWAT from Ve- or Rapa-treated mice (respectively; red and blue circle). Genes deregulated at least by 1.5-fold at *p*<0.01 were considered for pathway analysis. (**B**) IPA analysis: Functional enrichment analysis showing the top 10 biological functions significantly deregulated in the VWAT of Rapa-treated mice compared to controls. (**C**) Expression profiling of genes implicated in the top deregulated pathways: downregulated genes (green) *versus* upregulated genes (red). (**D**) RT-qPCR analysis of VWAT, after 22 injections (Rapa: ▪, Ve: □): Expression levels of inflammatory cytokines (*Il-1α*, *Il-1β*, *Il-6* and *Tnfα*) and anti-inflammatory cytokines (*Il-4* and *Il-10*) (normalized to *Eef2* expression) (n = 8 to 10 mice per group). (**E**) IL-6, MCP-1, TNF-α and IL-10 levels in supernatants of VWAT explants (Rapa: ▪, Ve: □). ELISA values were normalized to the weight of VWAT explants and are expressed in ng/ml/g VWAT (n = 5 mice per group). (**F**) IL-6, TNF-α and IL-10 levels in blood (Rapa: ▪, Ve: □). ELISA values are in pg/ml (n = 8 to 10 mice per group). (**G**) RT-qPCR analysis of liver, after 22 injections (Rapa: ▪, Ve: □): Expression levels of inflammatory cytokines (*Il-1α*, *Il-1β*, *Il-6* and *Tnfα*) and anti-inflammatory cytokines (*Il-4* and *Il-10*) (normalized to *Eef2* expression) (n = 8 to 10 mice per group). (**D–G**) Data are expressed as mean ± S.E.M. **^#^** *p*<0.05, ^##^ *p*<0.01, **^###^** *p*<0.001.

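Figure 3C names 156 genes in 5 panels. Of these, 142 were among the measured genes, 74 drawn in red and 68 in green, 2 were named but not detected and 12 had no probe named here. The colours follow the difference between the HFD-Rapa and HFD-Ve arrays. All 74 red genes were higher in HFD-Rapa and all 68 green genes lower, and 131 of the 142 were at least 1.5-fold apart. Against chow, 135 of the 142 ran as drawn, and 43 passed 1.5-fold only in HFD-Rapa. The red genes had a median log2 difference from HFD-Ve of 0.84 and the green genes of -0.91. By panel, the inflammatory response held 29 higher and 4 lower measured genes, immune cell trafficking 19 and 5, cellular movement 20 and 7, lipid metabolism 6 and 21, and carbohydrate metabolism 31 lower genes only. The genes were chosen by the study on these same samples, so their directions are not independent evidence.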

Then, we assessed the expression levels of pro-inflammatory cytokines (*e.g. Il-1α*, *Il-1β*, *Il-6* and *Tnfα*) and anti-inflammatory cytokines (*e.g. Il-4* and *Il-10*) transcripts in the VWAT. Figure 3D shows that rapamycin had no discernible effect on the expression of *Tnfα*, *Il-4* and *Il-10*, yet it markedly enhanced the expression of *Il-6* (3-fold increase), *Il-1α*and *Il-1β* (2-fold increase). The expression data were further supported by protein secretion analysis from VWAT explants which showed that adipose tissue samples from rapamycin-treated mice secreted more IL-6 and MCP-1 than control explants whereas the amount of TNFα and IL-10 was comparable (Figure 3E).

Adipose tissue inflammation was associated with systemic inflammation, as revealed by higher blood levels of IL-6 and TNFα and decreased level of IL-10 in Rapa mice, compared to controls (Figure 3F). In the liver however, rapamycin treatment significantly decreased the expression of *Il-1α* (1.5-fold), *Il-1β* (3-fold) and *Tnfα* (2-fold) transcripts whilst that of *Il-10* tended to increased, almost reaching statistical significance (*p* = 0.053) and that of *Il-4* increased by 9-fold (Figure 3G).

### Rapamycin increased insulin sensitivity

We then assessed whether the increased inflammatory profile of rapamycin-treated mice impacts on lipid and glucose homeostasis. Rapamycin slightly decreased fasting triglyceride levels in the blood of rapamycin-treated mice but had no effect on glycerol and non-esterified fatty acid (NEFA) blood levels (Table S4 and Materials and Methods S1).

We next examined the effects of rapamycin upon fasting glucose and glucose tolerance after glucose administration in mice. As shown in Figure 4, rapamycin had no effect on basal fasting glucose yet it decreased fasting insulin (Figures 4A and 4B). Although rapamycin treatment did not improve glucose intolerance (Figure 4C), homeostatic model for assessment of insulin resistance (HOMA-IR) values derived from both insulin and glucose levels were significantly reduced (Figure 4D), indicating higher insulin sensitivity which was confirmed by an insulin tolerance test (Figure 4E). These findings indicate that upon rapamycin treatment, HFD-fed mice progressed from being insulin resistant to have improved insulin sensitivity, as demonstrated by the decreased S612 phosphorylation of IRS-1 (insulin receptor substrate-1) in adipose tissue, muscle and liver (Figure 4F). Indeed, decreased phosphorylation of ISR-1 at serine 612 will avoid IRS-1 degradation and, thus, maintain insulin sensitivity [43].

**Figure 4:**
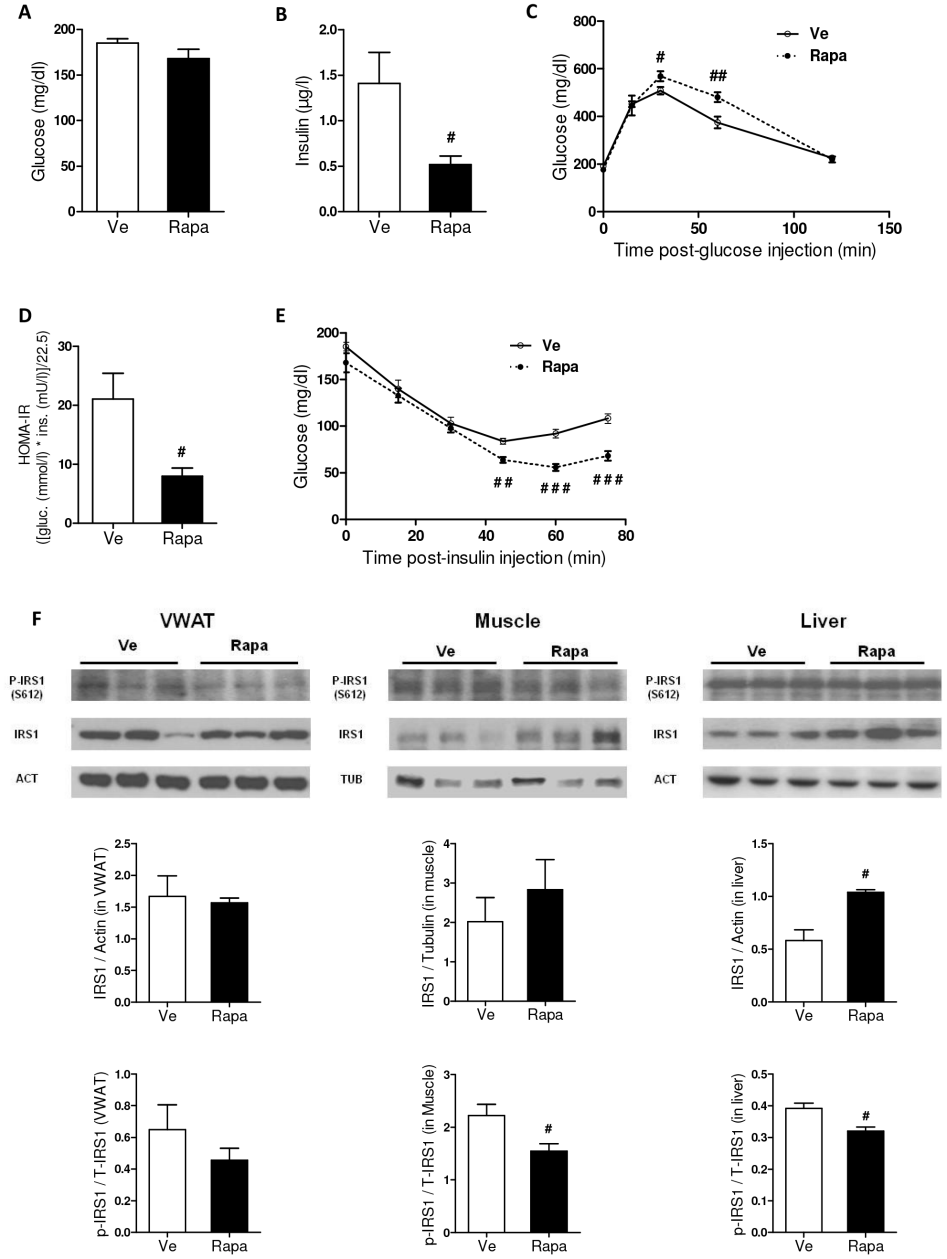
Effect of rapamycin on glucose homeostasis. (**A**) Fasted glucose levels (mg/dl) at week-17 post-injection (Rapa: ▪, Ve: □). (**B**) Fasted insulin levels (µg/l) at week-17 post-injection (Rapa: ▪, Ve: □). (**C**) Glucose tolerance test (GTT) at week-16 post-injection (Rapa: •, Ve: ○). Blood glucose levels (mg/dl) were measured in 6 hours-fasted mice (T0) and at the indicated times following intra-peritoneal (i.p.) injection of glucose. (**D**) Homeostatic model for assessment of insulin resistance (HOMA-IR) (Rapa: ▪, Ve: □). HOMA-IR = (17^th^ week post-injection-fasted Serum Insulin x 17^th^ week post-injection-fasted Serum Glucose)/22.5. (**E**) Insulin tolerance test (ITT) at week-18 post-injection (Rapa: •, Ve: ○). Mice were fasted for 6 hours before being i.p. injected with insulin. Blood glucose levels (mg/dl) were measured from T = 0 to T = 75 minutes after insulin administration. (**F**) Western-blot analysis of total and phosphorylated IRS-1 in VWAT, muscle and liver. Each lane represents an individual mouse (5 mice per group were analyzed, 3 representative mice per group are figured). β-actin was used as internal control for VWAT and liver samples and tubulin serves as control for muscle. Quantification of the signals was done using Image J (Rapa: ▪, Ve: □). Data are expressed as mean ± S.E.M. of 3 mice per group. ^#^ *p*<0.05. (**A–E**) Data are expressed as mean ± S.E.M. of 8 to 10 mice per group. **^#^** *p*<0.05, **^##^** *p*<0.01, ^###^ *p<*0.001.

### Rapamycin impact on immune regulatory cells in blood, adipose tissue and liver

Despite elevated systemic and VWAT inflammation, HFD-fed rapamycin-treated mice developed less insulin resistance than HFD-Ve mice. Therefore, we investigated whether rapamycin might have promoted the accumulation of immunosuppressive, anti-inflammatory regulatory cells in blood, adipose tissue and liver.

In blood, the percentage of CD4^+^ FoxP3^+^ regulatory T cells (Tregs) was significantly reduced in the group of rapamycin-treated animals (Figure 5A). In opposite, the percentage of total MDSCs (identified by CD11b and Ly6C co-staining) was enhanced. Furthermore, within MDSCs the proportion of granulocytic MDSCs (G-MDSCs; identified as CD11b^+^ Ly6G^+^ Ly6C^low^ cells) increased while that of monocytic MDSCs (M-MDSCs; identified as CD11b^+^ Ly6G^−^ Ly6C^hi^ cells) decreased (Figure 5B). Of note, no significant changes were noticed in the percentage of CD4^+^, CD8^+^ T -cells or B -cells between groups (Figures S2A, S2B and S2C).

**Figure 5:**
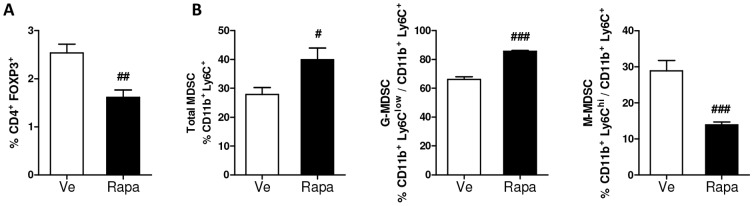
Effect of rapamycin on T cell and myeloid-derived suppressor cell (MDSCs) subsets in blood (22 weeks post-injection). (**A**) CD4^+^ FoxP3^+^ regulatory T-cells (Tregs) were analyzed in the blood by flow cytometry after gating on total live cells (Rapa: ▪, Ve: □). Results are expressed as a percentage of live cells. (**B**) Total MDSCs (Ly6C^+^ CD11b^+^), granulocytic MDSCs (G-MDSCs; CD11b^+^ Ly6G^+^Ly6C^low^) and monocytic MDSCs (M-MDSCs; CD11b^+^ Ly6G^−^ Ly6C^hi^) were analyzed in the blood by flow cytometry after gating on total live cells (Rapa: ▪, Ve: □). Results are expressed as a percentage of live cells. (**A–B**) Data are expressed as mean ± S.E.M. of 8 mice per group. ^#^ *p<*0.05, ^##^ *p<*0.01.

In the adipose stromal vascular fraction, rapamycin significantly decreased by 2-fold the percentage of CD4^+^ T -cells yet absolute numbers normalized to fat pad weight were comparable between Rapa and Ve mice (Figure 6A). However, in contrast to blood, in adipose tissue rapamycin increased by 2-fold the percentage of CD4^+^ FoxP3^+^ regulatory T cells. This enhancing effect of rapamycin on Tregs was even more pronounced after normalization to fat pad mass (Figure 6B). Regarding cells of myeloid origin, we found that the percentage of CD11b^+^ cells was slightly higher, this increase being more pronounced after normalization to fat mass weight (Figure 6C). Among CD11b^+^ cells, the number of F4/80^+^ cells was significantly increased in rapamycin-treated mice when normalized to fat mass (Figure 6D), supporting our immunohistochemical observation (Figure 2D). Importantly, macrophages of rapamycin-treated mice expressed lower levels of CD11c, a marker of pro-inflammatory M1 macrophage subset (Figure S3).

**Figure 6:**
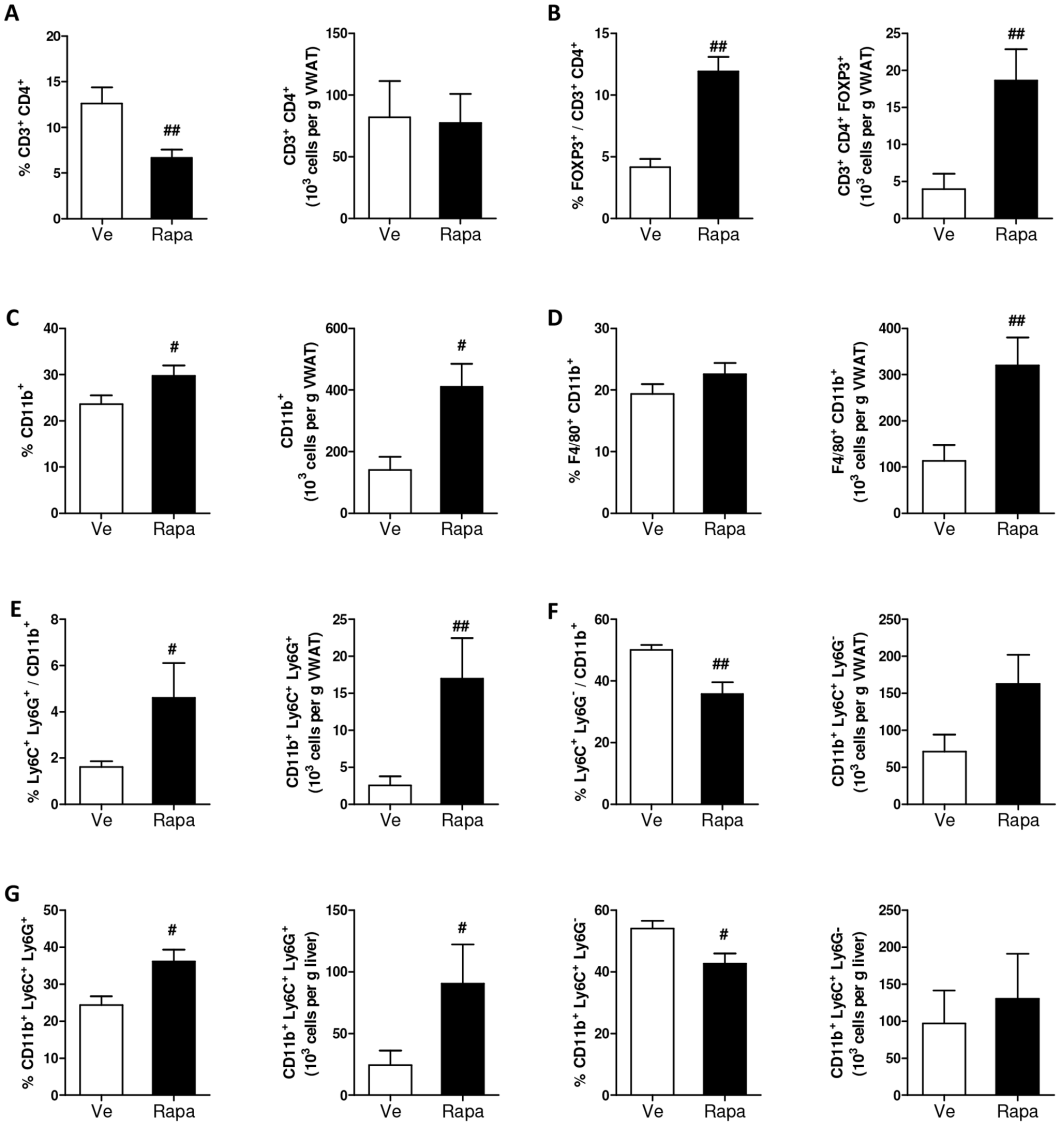
Effect of rapamycin on T cell and myeloid-derived suppressor cell (MDSCs) subsets in adipose tissue stromal vascular fraction (SVF) (22 weeks post-injection). (**A**) Adipose tissue CD3^+^ CD4^+^ T -cells were analyzed by flow cytometry and expressed as a percentage of live cells (after exclusion from the analysis of B220^+^, CD19^+^ and CD11c^+^ cells) (left panel) or as a number (×10^3^)/VWAT mass (g) (right panel) (Rapa: ▪, Ve: □). (**B**) Adipose tissue CD4^+^ FoxP3^+^ regulatory T cells (Tregs) were analyzed by flow cytometry and expressed as a percentage of CD3^+^ CD4^+^ cells (left panel) or as a number (×10^3^)/VWAT mass (g) (right panel) (Rapa: ▪, Ve: □). (**C**) Adipose tissue CD11b^+^ cells were analyzed by flow cytometry. Results are expressed as a percentage of live cells (after exclusion of T and B lymphocytes from the analysis) (left panel) or as a number (×10^3^)/VWAT mass (g) (right panel) (Rapa: ▪, Ve: □). (**D**) Adipose tissue F4/80-expressing macrophages were analyzed by flow cytometry. Results are expressed as a percentage of CD11b^+^ cells (left panel) or as a number (×10^3^)/VWAT mass (g) (right panel) (Rapa: ▪, Ve: □). (**E**) Adipose tissue granulocytic MDSCs (G-MDSCs; CD11b^+^ Ly6G^+^Ly6C^low^) were analyzed by flow cytometry. Results are expressed as a percentage of CD11b^+^ or as a number (×10^3^)/VWAT mass (g) (right panel) (Rapa: ▪, Ve: □). (**F**) Adipose tissue monocytic MDSCs (M-MDSCs; CD11b^+^ Ly6G^−^ Ly6C^hi^) were analyzed by flow cytometry. Results are expressed as a percentage of CD11b^+^ or as a number (×10^3^)/VWAT mass (g) (right panel) (Rapa: ▪, Ve: □). (**G**) M-MDSC and G-MDSC populations in the liver were analyzed by flow cytometry. Results are expressed as a percentage of CD11b^+^ (Rapa: ▪, Ve: □). (**A–G**) Data are expressed as mean ± S.E.M. of 7 to 9 mice per group. ^#^ *p<*0.05, ^##^ *p<*0.01, ^###^ *p<*0.001.

When assessing for MDSCs we showed that, in adipose tissue, rapamycin increased by 2-fold the percentage of G-MDSCs (Figure 6E), as well as found in blood, whereas the percentage of M-MDSCs was decreased yet their absolute numbers remained unchanged (Figure 6F).

Importantly, the positive impact of rapamycin on G-MDSCs that was evidenced in blood and adipose tissue also hold true for the liver (Figure 6G).

Aiming to provide evidence regarding the functional immunoregulatory properties of MDSCs in adipose tissue and liver, we isolated these cells using the MACS technology. Analysis of the expression of genes specifically expressed by MDSCs showed increased expression of *Arg1* and *C/EBP-β* transcripts in the MDSCs purified from the VWAT and the liver of rapamycin-treated mice. In addition, while *Nos2* expression was decreased in VWAT, it was significantly increased in the liver (Figures 7A and B). These results confirmed that rapamycin favored immunoregulatory functions of MDSCs in adipose tissue and liver, thereby impacting their inflammatory and, consequently, insulin sensitive states.

**Figure 7:**
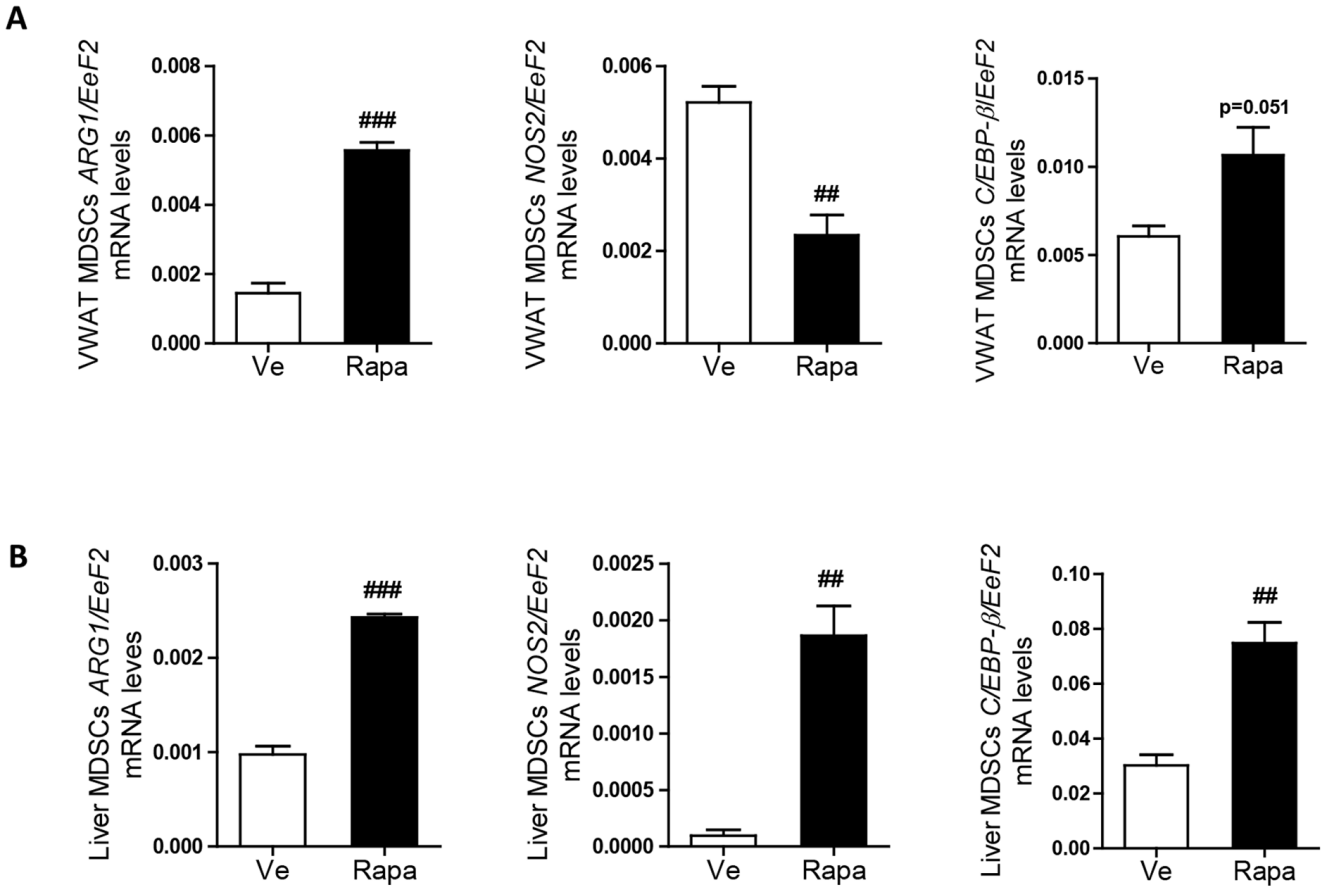
Effect of rapamycin on the expression of MDSCs specific genes by MDSCs purified from adipose tissue and liver (22 weeks post-injection). (**A**) RT-qPCR analysis of MDSCs purified from VWAT, after 22 injections (Rapa: ▪, Ve: □): Expression levels of *Arg1*, *Nos2* and *C/EBP-β* (normalized to *Eef2* expression) (n = 5 mice per group). (**B**) RT-qPCR analysis of MDSCs purified from the liver, after 22 injections (Rapa: ▪, Ve: □): Expression levels of *Arg1*, *Nos2* and *C/EBP-β* (normalized to *Eef2* expression) (n = 5 mice per group). (**A**–**B**) Data are expressed as mean ± S.E.M. of 5 mice per group. ^##^ *p<*0.01, ^###^ *p<*0.001.

### Effect of rapamycin on mTORC1 and mTORC2 activities in adipose tissue, muscle and liver

To better define the respective actions of mTORC1 and mTORC2 on the observed effects, it was crucial to determine whether and how our protocol affected rapamycin levels and inhibited mTOR complexes. Quantification of rapamycin blood levels showed that between each injection, rapamycin returns to basal levels signifying that drug accumulation did not occur (Figure 8A and Materials and Methods S1). Moreover, a biochemical analysis of VWAT, muscle and liver showed that the rapamycin injection regimen decreased phosphorylation of S6K1 at T389 (direct down-stream target of mTORC1) thus indicating that mTORC1 is inhibited. However, rapamycin treatment did not affect AKT phosphorylation at S473 (a down-stream target of mTORC2), which may indicate that mTORC2 activity is conserved [44] (Figure 8B).

**Figure 8:**
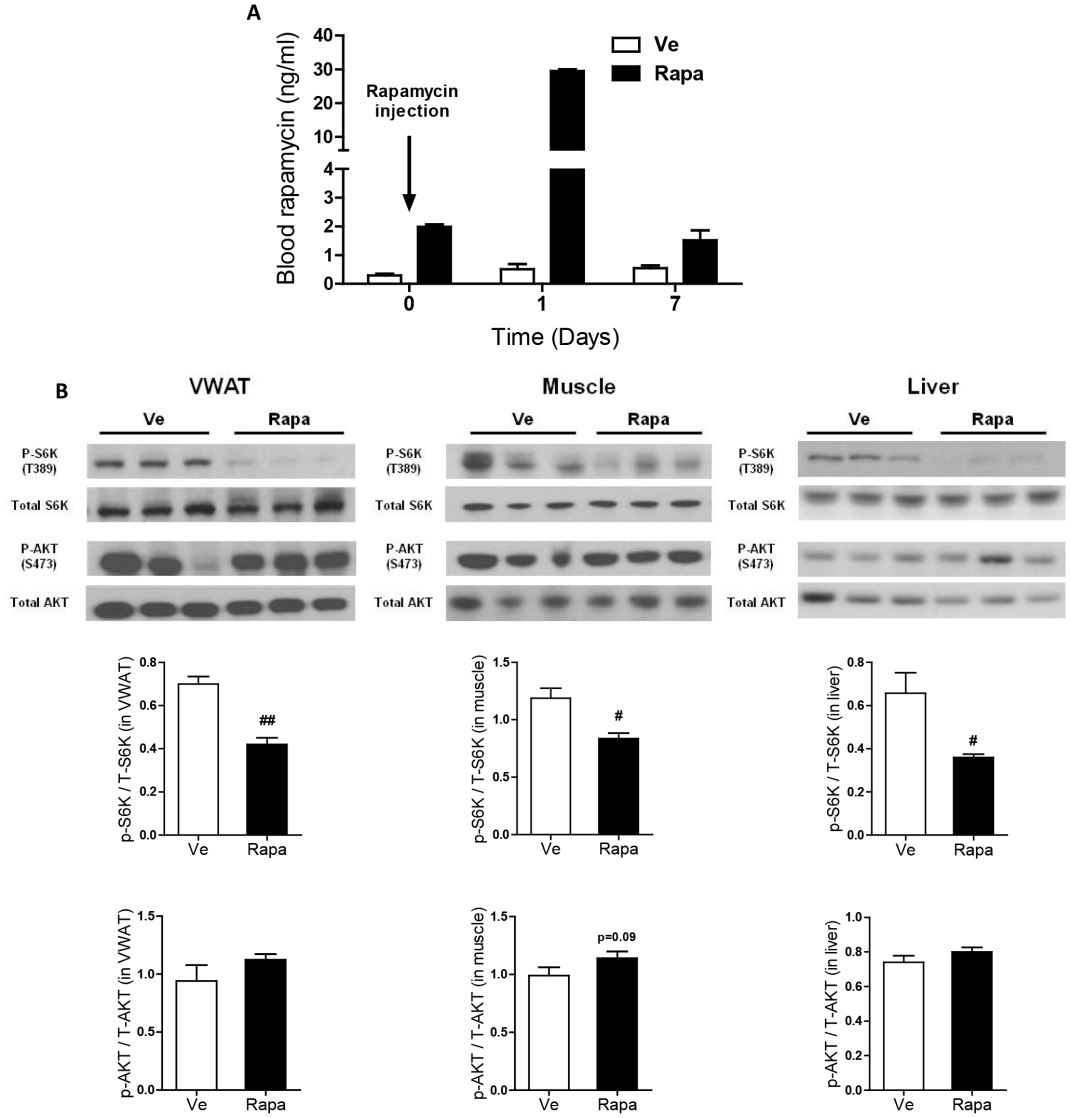
Effect of rapamycin on mTORC1 and mTORC2 activities. (**A**) Rapamycin blood levels (Rapa: ▪, Ve: □). Mice were bled before, and at days 1 and 7 post-injection. Results are expressed as mean ± S.E.M. of 2 mice per group. (**B**) Western blot analysis of S6K1 (total and T389-phosphorylated) and AKT (total and S437-phosphorylated) in VWAT, muscle and liver. Each lane represents an individual mouse (5 mice per group were analyzed, 3 representative mice per group are figured). Quantification of the signals was done using Image J (Rapa: ▪, Ve: □). Data are expressed as mean ± S.E.M. of 3 mice per group. ^#^ *p*<0.05.

## Discussion

Rapamycin, an immunosuppressive drug that prevents organ transplant rejection [4], is a potent inhibitor of the mTOR pathway. Many studies have demonstrated the effect of rapamycin on metabolism in lean and obese rodents. In contrast, no study has yet addressed whether rapamycin metabolic effects are associated with its immunoregulatory properties. Here we showed beneficial metabolic effects of chronic rapamycin administration to HFD-fed mice that are associated with increased levels of Tregs and MDSCs in metabolic tissues. Furthermore, we suggest that these metabolic and immunological features are primarily due to rapamycin actions on mTORC1.

Compared to controls, rapamycin-treated mice were leaner with enhanced insulin sensitivity, increased oxygen consumption and ketogenesis. However, rapamycin-treated HFD-fed mice showed increased glucose intolerance due to lower basal insulin levels, decreased expression levels of GLUT4 in the adipose tissue and, in the liver, decreased lipogenesis and increased gluconeogenesis (Figures S1D and S4).

Inhibition of mTORC1 underlies most, yet not all, of these beneficial metabolic effects. Indeed, mTORC1 exerts a positive role in adipogenesis [1], [11] and we accordingly showed decreased expression of pro-adipogenic factors in the adipose tissue of rapamycin-treated animals (Figure S1D), in line with the reduced adipocyte size evidenced in the VWAT of Rapa mice (Figures 2A and 2B). Increased thermogenesis may also result from mTORC1 inhibition since adipose tissue conditional knockout of this complex results in lean mice with increased energy expenditure; phenocopying our rapamycin-treated animals [11]. Furthermore, the increased thermogenesis of rapamycin-treated mice likely resulted from enhanced BAT activity and not from higher muscle thermogenesis. Indeed, we showed altered BAT histology and gene expression pattern in rapamycin-treated mice and it has been reported that mTORC1 inhibition in muscle reduces mitochondrial biogenesis [45], [46].

Inhibition of mTORC1 partly explains the insulin sensitive state of rapamycin-treated mice, both through abrogating IRS-1 degradation and through affecting pancreatic β-cell insulin secretion [1]. However, mTORC2 activity is crucial to maintain insulin sensitivity, as revealed by the insulin resistant state of mice in which mTORC2 is inhibited [47]. Thereby, mTORC2 is likely not affected in rapamycin-treated mice, as indicated by the conserved serine phosphorylation of AKT (a down-stream target of mTORC2). Nevertheless, assessing additional downstream targets of mTORC1 and mTORC2 pathways (such as, respectively, 4EBP1 and PKCα [1]) would reinforce the demonstration that rapamycin treatment inhibited mTORC1 and not mTORC2.

Strikingly, despite improved insulin sensitivity, systemic and adipose tissue inflammation were increased in rapamycin-treated mice. In line with enhanced inflammation, we found reduced adiponectin blood levels in Rapa mice (Figure S1A). Indeed, inflammatory cytokines such as IL-6 or TNFα have been shown to decrease adiponectin secretion by adipose cells and this, despite reduced fat mass [48], [49]. Even if intriguing, the uncoupling of inflammation and insulin resistance has been already reported in several experimental settings [50]–[54]. For example, mice with elevated NF-κB activity in adipose tissue displayed increased WAT and systemic inflammation, increased energy expenditure and enhanced insulin sensitivity [55], as we observed in our model. It suggests that inflammation may have either negative (*e.g.* inhibition of insulin sensitivity [27], [29]–[31]) or positive (*e.g.* induction of energy expenditure (current study and [44]–[49]) activities in the regulation of metabolism. Our study indicates that rapamycin-induced increase in energy expenditure may antagonize insulin resistance partly by increasing the number of regulatory cells (*e.g.* Tregs and MDSCs) in metabolic tissues such as WAT and liver. Besides, we showed that inflammation was decreased in the liver – an insulin-sensitive tissue that plays the major role in whole body insulin sensitivity – with beneficial effect on hepatic insulin sensitivity, as supported by the decreased serine phosphorylation of IRS-1 (Figure 4F).

Interestingly, the beneficial metabolic effects of rapamycin were associated with immune changes, mostly affecting cells with immunoregulatory functions such as regulatory T cells and MDSCs. Indeed, rapamycin altered the immune cell composition of blood, adipose tissue and liver. The enhanced proportion of regulatory cells in the adipose tissue and liver of rapamycin-treated mice is also thought to participate to the beneficial effect of the drug on metabolic parameters. Obesity results in adipose-resident FoxP3^+^ Treg depletion [37] and gain-of-function experiments to expand their numbers improved insulin sensitivity [37], [56]. mTOR has recently emerged as a critical regulator of Tregs, acting both on their *de novo* generation and on their selective expansion [19], depending on the modulation of mTOR complexes [21], [22]. Furthermore, it has been reported that leptin plays a key role in the control of mTOR activity in Tregs [23], [57]. Our results showed that rapamycin treatment decreased leptin blood levels and promoted Tregs in the adipose tissue, the cells being recruited from the blood (Figure 5), suggesting that the leptin-mTOR axis may be involved in the enhanced generation of Tregs in rapamycin-treated animals.

Beside Tregs, MDSCs were lately reported to also provide a key check-and-balance platform to counter inflammation and insulin resistance in obesity. Indeed, down-regulation of MDSCs in obese animals leads to the deterioration of insulin sensitivity whereas elevation of these cells has the opposite effect [33]. Supporting this hypothesis, in rapamycin-treated mice we found an increased number of MDSCs in blood, liver and adipose tissue. The immunosuppressive functions of Tregs and MDSCs in metabolic tissues of rapamycin-treated mice remain to be fully determined. However, we showed an increased expression of genes involved in the immunoregulatory functions of MDSCs in cells enriched from the WAT and liver of rapamycin-treated animals (Figure 7). While the role of mTOR pathway in MDSCs is still unknown, rapamycin may have blunted Tregs, since mTORC1 was demonstrated to be crucial for their functionality *in vivo* [58]. Furthermore, in order to dissociate the effect of mTOR inhibition on insulin sensitivity from its impact on the recruitment of regulatory cells to metabolic tissues, selective depletions of either regulatory cell-types could be envisaged.

In conclusion, the present work assessed for the first time the metabolic and immune consequences of rapamycin administration to obese mice. It showed that rapamycin improved metabolic parameters partly through acting on regulatory immune cells; thereby revealing a novel aspect of the immunoregulatory properties of rapamycin. Several previous studies on the metabolic effect of chronic rapamycin injection were controversial depending on the animal model (rat *versus* mouse), animal strain, diet, and age as well as rapamycin dose, route and frequency of administration [17], [59], [60]. Here we show that our protocol, which can be qualified as “chronic intermittent”, has beneficial effects on energy homeostasis of mice as recently reported by Fang *et al*. who used another mouse strain in a context of standard diet, a condition in which mTOR is not over-activated as it is in obesity [16].

Even if the relative contribution of liver, muscle and adipose tissue remains to be established as well as rapamycin molecular mechanism of action, we propose however that the protective metabolic effect of rapamycin may partly rely on immune modifications induced by this immunoregulatory drug, such as the increase of regulatory cells like Tregs and MDSCs. Our work underscores the interest of targeting the mTOR pathway for clinical applications in humans to limit deleterious metabolic side effects, perhaps through the development of novel mTOR inhibitors that selectively inhibit mTORC1.

## Supporting Information

Figure S1 **Effect of rapamycin on adiponectin and leptin blood levels, on respiratory quotient and locomotor activity and expression of adipogenic factors.** (**A**) Adiponectin and leptin blood levels (Rapa: ▪, Ve: □). (**B**) Respiratory quotient (Rapa: ▪, Ve: □) and (**C**) locomotor activity, measured over a 36-hour monitoring period (16-week post-injection). (**C**) Real-time quantitative PCR (RT-qPCR) analysis of the VWAT of Ve- or Rapa-treated mice, after 22 injections (Rapa: ▪, Ve: □): Expression levels of *PPARγ*, *C/EBPa*, *SREBP-1c*, *FAS*, *leptin* and *GLUT4*. Data are expressed as mean ± S.E.M. of 8 to 10 mice per group. ^#^ *p*<0.05, ^##^ *p<*0.01, ^###^ *p*<0.001 ^####^ *p<*0.0001.
(PDF)

Figure S2 **Effect of rapamycin on blood lymphocyte T CD4^+^, CD8^+^ and B cells.** (**A**) CD3^+^ CD4^+^ T-cells, (**B**) CD3^+^ CD8^+^ T-cells, and (**C**) CD19^+^ B220^+^ B-cells were analyzed in the blood by flow cytometry (Rapa: ▪, Ve: □). Results are expressed as percentage of live cells. Data expressed as mean ± S.E.M. of 8 mice per group.
(PDF)

Figure S3 **Effect of rapamycin on CD11b^+^ F4/80^+^ CD11c^+^ subset in adipose tissue stromal vascular fraction (SVF) (22 weeks post-injection).** Adipose tissue CD11c-expressing macrophages were analyzed by flow cytometry. Results are expressed as percentage of CD11b^+^ F4/80^+^ cells (left panel) or as a cell number (×10^3^)/VWAT mass (g) (right panel) (Rapa: ▪, Ve: □).
(PDF)

Figure S4 **Liver histology and gluconeogenesis-related gene expression.** (**A**) Representative sections of H&E-stained liver (Scale bars represent 100 µm). (**B**) Real-time quantitative PCR (RT-qPCR) analysis of the liver, after 22 injections (Rapa: ▪, Ve: □): Expression levels of the gluconeogenesis-related genes *PEPCK*, *PGC-1α* and *G6PC*. Data are expressed as mean ± S.E.M. of 8 to 10 mice per group. ^#^ *p<*0.05.
(PDF)

Materials and Methods S1 **Glycerol, triglycerides, non-esterified fatty acids (NEFAs) and Sirolimus blood levels.** Glycerol, triglycerides, non-esterified fatty acids (NEFAs) and Sirolimus blood levels were quantified using, respectively, colorimetric and chemiluminescence assays.
(DOC)

Table S1 **Antibodies used for FACS.** Primary antibodies used for FACS analysis (clones, dilution, origin).
(PDF)

Table S2 **Antibodies used for western-blot.** Primary antibodies used for western blot analysis (dilution, origin).
(PDF)

Table S3 **Ingenuity Pathway Analysis (IPA) of deregulated genes in Rapamycin VWAT.** Top enriched pathways in top enriched biological functions: Immune cell trafficking and Inflammatory response (*p* values, predicted activation state, # molecules).

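Table S3 lists functions of the pathway analysis with an activation state that is predicted from the direction of a function's genes, and movement of myeloid cells, phagocytes, granulocytes and neutrophils is among those marked as increased. In the array data, neutrophil and granulocyte markers were at least 1.5-fold higher in HFD-Rapa than in HFD-Ve VWAT in 7 of 14 (5 at bounds) and lower in none. S100a9, an abundant protein of neutrophils, was 3.18-fold higher. Ltf, the lactoferrin of neutrophil granules, was at least 2.68-fold and Retnlg at least 1.60-fold higher, since neither was detected on the HFD-Ve array. The median log2 difference of the list was 0.65, and 0.24 with undetected genes at their bounds, which is within the central 95% of the random lists as measured (upper end 0.28) and above it only with the random lists at bounds too (upper end 0.22). Of 12 genes used to mark myeloid-derived suppressor cells 6 were higher (5 at bounds), such as the oxidase subunit Ncf4 (1.86-fold), and Cd274, which encodes PD-L1, was 1.89-fold lower (median 0.67). 5 of the 14 neutrophil genes and 6 of the 12 suppressor cell genes also stand in another list. Of the same lists, 4 of the 14 and 5 of the 12 are drawn in Figure 3C, whose genes the study chose on these same samples. The predictions of Table S3 rest on these samples too, so the lists are not independent evidence for them. Without background correction both medians were smaller, 0.37 and 0.38, without a detection filter both were 0.30, and all were above the central 95% of random lists.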

(PDF)

Table S4 **Blood lipid profiles in rapamycin-treated mice.** Triglycerides, glycerol and non-esterified fatty acids (NEFAs) blood levels (in mmol/l). Results are expressed as mean ± S.E.M. of 8 to 10 mice per group. ^#^ *p*<0.05.
(PDF)

# Supplementary material for: Beneficial Metabolic Effects of Rapamycin Are Associated with Enhanced Regulatory Cells in Diet-Induced Obese Mice
**Source:** PLoS One. 2014 Apr 7;9(4):e92684. doi: 10.1371/journal.pone.0092684
**Supplement:** Materials and Methods S1 — Glycerol, triglycerides, non-esterified fatty acids (NEFAs) and Sirolimus blood levels. Glycerol, triglycerides, non-esterified fatty acids (NEFAs) and Sirolimus blood levels were quantified using, respectively, colorimetric and chemiluminescence assays.

**Glycerol, triglycerides and non-esterified fatty acids (NEFAs) blood levels.**

Glycerol, triglycerides and NEFAs levels were determined in the sera of 12-hours fasted mice (at sacrifice) using colorimetric assays (respectively, Serum Triglycerides Determination Kit, Sigma-Aldrich and Free Fatty Acid Quantification Kit; BioVision, Mountain View, CA, USA).

**Sirolimus blood levels.**

After 16 weeks of rapamycin injections, blood samples were used to measure rapamycin levels using the Sirolimus chemiluminescence magnetic microparticle immunoassay (CMIA) on the Architect-i2000 system (Abbott, IL, USA).

# Supplementary material for: Beneficial Metabolic Effects of Rapamycin Are Associated with Enhanced Regulatory Cells in Diet-Induced Obese Mice
**Source:** PLoS One. 2014 Apr 7;9(4):e92684. doi: 10.1371/journal.pone.0092684
**Supplement:** Table S1 — Antibodies used for FACS. Primary antibodies used for FACS analysis (clones, dilution, origin).

**FACS antibodies**	**Dilution**	**Origine**
F4/80 PE-Cy7 (BM8)	1:400	123113-Biolegend, San Diego, CA, USA
Ly6G APC (1A8)	1:1200	127613-Biolegend, San Diego, CA, USA
Ly6C Pacific Blue (HK1.4)	1:1600	128013-Biolegend, San Diego, CA, USA
CD11b PE (M1/70)	1:200	101225-Biolegend, San Diego, CA, USA
CD11c APC/Cy7 (N418)	1:100	117323-Biolegend, San Diego, CA, USA
CD3 PE-CF594 (145-2C11)	1:200	562286-BD Biosciences
CD4 Brilliant Violet 605 (RM4-5)	1:200	100547-Biolegend, San Diego, CA, USA
CD8a APC-eF780 (53-6.7)	1 :200	17-0081-81-eBioscience, San Diego, CA, USA
FoxP3 PE (FJK-16s)	1:100	25-5773-80-eBioscience, San Diego, CA, USA
B220 BD V500 (RA3-6B2)	1:100	562290-BD Biosciences
CD19 Alexa Fluor 700 (6D5)	1:400	115527-Biolegend, San Diego, CA, USA

# Supplementary material for: Beneficial Metabolic Effects of Rapamycin Are Associated with Enhanced Regulatory Cells in Diet-Induced Obese Mice
**Source:** PLoS One. 2014 Apr 7;9(4):e92684. doi: 10.1371/journal.pone.0092684
**Supplement:** Table S2 — Antibodies used for western-blot. Primary antibodies used for western blot analysis (dilution, origin).

**Western blot antibodies**	**Dilution**	**Origine**
rabbit polyclonal anti-total AKT	1:1000	#9272, Cell Signaling
rabbit polyclonal anti-phospho Ser473 AKT	1:1000	#9271, Cell Signaling
rabbit monoclonal anti-total P70 S6 kinase (49D7)	1:1000	#2708, Cell Signaling
rabbit polyclonal anti-phospho Thr389 P70 S6 kinase	1:800	#9205, Cell Signaling
rabbit polyclonal anti-phospho Ser612 IRS1	1:500	#2386, Cell Signaling
rabbit polyclonal anti-IRS1	1:500	Sc-560, Santa Cruz
rabbit polyclonal anti-IRS2	1:500	Sc-8299, Santa Cruz

# Supplementary material for: Beneficial Metabolic Effects of Rapamycin Are Associated with Enhanced Regulatory Cells in Diet-Induced Obese Mice
**Source:** PLoS One. 2014 Apr 7;9(4):e92684. doi: 10.1371/journal.pone.0092684
**Supplement:** Table S3 — Ingenuity Pathway Analysis (IPA) of deregulated genes in Rapamycin VWAT. Top enriched pathways in top enriched biological functions: Immune cell trafficking and Inflammatory response (p values, predicted activation state, # molecules).

Top 5 enriched pathways in Immune Cell Trafficking

	p-Value	Predicted Activation State	# Molecules
Cell movement of myeloid cells	5,54E-12	Increased	54
Cell movement of phagocytes	3,39E-11	Increased	52
Cell movement of granulocytes	6,00E-08	Increased	38
Cell movement of neutrophils	5,67E-06	Increased	28
Recruitment of phagocytes	6,69E-06	Increased	25

Top 5 enriched pathways in Inflammatory Response

	p-Value	Predicted Activation State	# Molecules
Immune response	3.20E-20	Increased	144
Inflammatory response	7.69E-16	Increased	70
Cell movement of phagocytes	3.39E-11	Increased	52
Chemotaxis of leukocytes	4.15E-11	Increased	34
Quantity of phagocytes	3.76E-10	None	53

# Supplementary material for: Beneficial Metabolic Effects of Rapamycin Are Associated with Enhanced Regulatory Cells in Diet-Induced Obese Mice
**Source:** PLoS One. 2014 Apr 7;9(4):e92684. doi: 10.1371/journal.pone.0092684
**Supplement:** Table S4 — Blood lipid profiles in rapamycin-treated mice. Triglycerides, glycerol and non-esterified fatty acids (NEFAs) blood levels (in mmol/l). Results are expressed as mean ± S.E.M. of 8 to 10 mice per group. # p<0.05.

**Mean ± S.E.M (n=8/10)**	**Ve**	**Rapa**
Triglycerides (mmol/l)	1.5 ± 0.2	1.1 ± 0.2 [#]
Glycerol (mmol/l)	7.3 ± 2.2	6.4 ± 1.9
NEFA (mmol/l)	1.2 ± 0.06	1.5 ± 0.3

How the deposited data were processed for this re-analysis (not part of the article)

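Gene expression in VWAT was measured on 3 Illumina mouse bead arrays, 1 each for chow, HFD-Ve and HFD-Rapa mice, from RNA that the paper states was pooled from 5 mice per group. The conditions came from the sample labels and the paper's methods.

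The authors deposited the signal intensity of each of 45281 probes as exported from GenomeStudio (submitters' processing notes, version not given in the sources used here), neither normalized nor background-subtracted. Beside each signal the authors deposited a detection p-value, and these p-values follow the signal column to their left. A second deposited table holds the authors' processed values, an intensity on a linear scale. They keep the rank order of the raw signals of the same array and have nearly equal medians (74.3, 74.2 and 74.1), and their normalization method is not stated. The methods name GeneSpring GX 11.5.1 for the analysis.

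From the raw signals, limma 3.58.1 in R 4.3.3 inferred the background from the detection p, corrected it with an offset of 16, applied quantile normalization and took log2. Probes with a detection p under 0.01 on at least 1 array were kept (18954). Gene names came from the platform annotation: of 34903 probes listed there, 34885 had 1 gene and 18 several, which were not named, and 10378 probes on the arrays are unnamed here. Of the named probes, 34807 were found in the reference gene table and no symbol needed an update. The brightest kept probe stood for each of 10603 genes, of which 3941 had several kept probes. Between a gene's probes the log2 difference had an SD of 0.19 for HFD-Rapa against HFD-Ve, 0.30 for HFD-Ve against chow and 0.36 for HFD-Rapa against chow, and pairs of probes had the same sign in 79.0%, 78.7% and 80.9%. The number of arrays limits the precision, and with 1 array per group no test or p-value across genes was used. Differences are given as folds on these arrays, counts at 1.5-fold and medians of gene lists, computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

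51 gene lists for the cell types and pathways of fat tissue were fixed before the data were examined, from the paper and textbook knowledge. The lists hold 1120 genes, of which 798 were measured. The 3 lists with fewer than 4 measured genes were left out (eosinophil markers, epididymis and male tract genes, pancreatic exocrine genes). Each list's median was placed among 10000 random lists of the same size matched on mean signal in 10 groups, and a list outside the central 95% is called higher or lower. Named genes are the 10 highest and 10 lowest of each comparison among genes detected on both arrays, the genes the paper names for fat tissue, up to 4 members of each list with the largest difference between HFD-Rapa and HFD-Ve, and mTOR pathway and sex-linked genes. Which lists the paper discusses was written down only after the list medians had been seen.

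The steps were tested on simulated arrays built from the HFD-Ve signals, for HFD-Rapa against HFD-Ve, over 28149 simulated genes with noise of SD 0.1 on the log2 scale. Of 50 genes made 2-fold higher 98.0% passed 1.5-fold in the right direction, and of 50 made 2-fold lower 92.0%. Of 50 made 4-fold higher 100.0% passed and of 50 made 4-fold lower 96.0%. Of the unchanged genes 5.42% passed as well, above the limit of 5% that had been set for this check. Of 20 lists with changed and unchanged genes mixed all 20 lay above random lists, and of 20 lists of unchanged genes none did.

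The alternatives were no background correction, an offset of 50, a shift to the 75th percentile or median scaling in place of quantile normalization, the authors' processed values, a detection p under 0.05 on at least 1 array, under 0.01 on all 3 arrays or no detection filter, the mean of a gene's kept probes, a 2-fold threshold and counts of probes. The paper's pathway analysis software and its p-values were not used here.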

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

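These results lie in gene groups that the paper does not discuss as groups, with a median difference of at least 1.5-fold between HFD-Rapa and HFD-Ve outside the central 95% of random lists. Some members are still drawn in Figure 3C, whose genes the study chose on these same samples. They are 3 of 19 endothelial, 2 of 20 branched-chain and 3 of 10 mast cell genes, among them Ivd, Tpsab1 and Fcer1a. The groups were marked as not discussed after their medians had been seen, and Hoxc10 was added for its size and its tests chosen after its values had been seen. Differences between single samples of a group could not be looked for with 1 array per group.

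Endothelial markers had a median log2 difference of -0.84 (15 of 19 lower and none higher, such as Tek, 2.17-fold, and Cdh5, 2.05-fold). Branched-chain amino acid catabolism had a median of -0.72, with 14 of 20 genes lower, such as Mccc2 (2.55-fold) and Ivd (2.27-fold). The 4 measured erythrocyte genes had a median of -1.96, with Slc4a1 4.81-fold and Alas2 4.18-fold lower. They were higher in HFD-Ve than in chow (median 0.87, percentile 99.3) and within the random lists in HFD-Rapa against chow (-0.63, percentile 4.7), so part of the difference is a high HFD-Ve array. Mesothelial markers had a median of 0.71, with 7 of 10 higher (6 at bounds), such as Bnc1 (1.97-fold) and Msln (1.80-fold). Cell proliferation genes had a median of 0.70, with 15 of 25 higher, such as Plk1 (1.98-fold) and Birc5 (1.91-fold). Mast cell markers had a median of 0.71 (0.46 without a detection filter), with 6 of 10 higher, such as Tpsab1 (2.42-fold) and Fcer1a (2.36-fold). Lymph node and follicular genes had a median of 0.64, with 4 of 7 higher (3 at bounds) and 5 of the 7 also in another list. That median was 0.34 without background correction or with the authors' processed values and 0.39 with an offset of 50 or without a detection filter. The 4 measured ovary and female tract genes had a median of 0.63, which was 0.24 without background correction, turned to -0.0022 with a detection p under 0.05, was 0.37 at bounds and then within the random lists (percentile 96.09), and rested on 3 genes not detected on the dimmer array.

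Hoxc10, a homeobox gene of posterior body fat, had a log2 difference of -2.91 between HFD-Rapa and HFD-Ve. Its log2 signal was 5.20 on the chow array, 8.69 on the HFD-Ve array and 5.78 on the HFD-Rapa array. En1, chosen after its values were seen, ran the same way (5.28, 7.09 and 5.92). The chow values of Hoxc10 and En1 lay below the lowest detected log2 signal of that array, 5.48. 4 further genes whose level differs between fat sites were also looked up afterwards, and no direction had been predicted for them. On the chow, HFD-Ve and HFD-Rapa arrays Hoxc9 had 9.47, 9.43 and 8.12, and Hoxc8 5.51, 5.06 and 4.82. Hoxa5 had 9.70, 8.21 and 8.45, and Thbd 11.71, 10.28 and 10.33. Hoxa5 and Thbd were thus lower in HFD-Ve than in chow (log2 difference -1.49 and -1.43), and Hoxc9 was nearly level (-0.04). Hoxc8 lay below the lowest detected signal on the HFD-Ve and HFD-Rapa arrays (5.34 and 5.26).

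A pool that held fat of another site is a candidate explanation for Hoxc10 and En1. Mesothelial markers, from the cells that cover perigonadal fat, were lower in HFD-Ve than in chow (median -0.66, percentile 0.04, or -0.43 with a detection p under 0.05 and -0.36 without a detection filter) and in HFD-Rapa than HFD-Ve they were higher. Such a pool would give this, and so would fewer mesothelial cells for another reason, so the explanation stays open. Hoxc9, Hoxc8, Hoxa5 and Thbd count neither for nor against it, since their direction at another site was not predicted. Subcutaneous fat in particular could not be judged: of 3 genes chosen for it after the values were seen only Sfrp2 was detected, and it was higher in HFD-Ve than in chow by 0.92 (log2) and lower in HFD-Ve than in HFD-Rapa by a log2 difference of -0.88. No biological explanation was tested, and a difference between the mice themselves stays open.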

How the results depend on the processing

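An added setting, counting probes of the authors' processed values, was chosen after seeing the data; all other settings here were planned. No paired analysis was possible because the labels give the groups the same replicate number 1 with 1 array each, and slide as a block was not run for the same reason. Of the 58 list medians reported in the text, the values under the alternatives split as follows: 389 moved by less than the SD of random-list medians, 128 by more, and 2 of lists outside the random lists turned sign. Counting lists within the random lists too, whose medians lie near 0, 11 of these values turned sign. Over all lists outside the random lists in any comparison, reported or not, 3 medians turned sign, the further one being that of skeletal muscle genes in HFD-Ve against chow without a detection filter (-0.64 to 0.0041). Of the log2 differences of the 103 genes named, 2351 moved by less than the SD between probes of a gene, 364 by more, and 0 of those at 1.5-fold turned sign, or 20 with smaller differences counted. Dim genes limit the precision. Median scaling moved the median of all genes to -0.09, 0.15 and 0.06 for HFD-Rapa against HFD-Ve, HFD-Ve against chow and HFD-Rapa against chow, and medians under it are to be read against these. The cause was not tested for any value below, where list medians moved by more than that SD, counts by more than 1.5 times and shares beyond their 95% Wilson interval.

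Without background correction, there were 887 genes for HFD-Rapa against HFD-Ve, 1671 genes for HFD-Ve against chow, 2817 genes for HFD-Rapa against chow, 1433 genes shared by both comparisons with chow, 238 genes only in HFD-Ve against chow, 50.6% of genes higher for HFD-Rapa against HFD-Ve and 58.8% of genes higher for HFD-Ve against chow. Under it, the list medians were in HFD-Rapa against HFD-Ve 0.29 for cytokines, 0.34 for chemokines and their receptors, 0.54 for leukocyte adhesion and migration, 0.39 for T cell markers, 0.30 for regulatory T cell markers, 0.55 for B cell markers, 0.37 for neutrophil and granulocyte markers, 0.38 for MDSC genes, 0.44 for NK and cytotoxic cell markers, -0.29 for interferon-stimulated genes, -0.69 for fatty acid synthesis, -0.49 for adipogenic transcription factors and insulin signalling, -0.47 for brown and beige adipocyte genes, -0.71 for endothelial markers, 0.56 for mesothelial markers, 0.54 for cell proliferation, -1.54 for erythrocyte genes, 0.24 for ovary and female tract genes, -0.14 for liver genes and 0.34 for lymph node and follicular genes, and in HFD-Ve against chow 1.30 for macrophage markers, 1.85 for lipid-associated macrophage markers and 0.79 for extracellular matrix and fibrosis, and in HFD-Rapa against chow 0.99 for extracellular matrix and fibrosis and -0.70 for endothelial markers.

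With an offset of 50, list medians were in HFD-Rapa against HFD-Ve 0.38 for cytokines, 0.49 for chemokines and their receptors, 0.55 for T cell markers, 0.41 for regulatory T cell markers, 0.67 for B cell markers, 0.41 for neutrophil and granulocyte markers, 0.51 for MDSC genes, -0.53 for adipogenic transcription factors and insulin signalling, -0.61 for brown and beige adipocyte genes, 0.58 for cell proliferation, 0.36 for ovary and female tract genes and 0.39 for lymph node and follicular genes, and in HFD-Ve against chow 1.34 for macrophage markers, 1.86 for lipid-associated macrophage markers and 0.86 for extracellular matrix and fibrosis, and in HFD-Rapa against chow 1.04 for extracellular matrix and fibrosis.

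With a 75th percentile shift, there were 56.5% of genes higher for HFD-Rapa against HFD-Ve, 50.9% of genes higher for HFD-Ve against chow and 48.8% of genes higher for HFD-Rapa against chow.

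With median scaling, there were 36.0% of genes higher for HFD-Rapa against HFD-Ve, 76.8% of genes higher for HFD-Ve against chow and 59.8% of genes higher for HFD-Rapa against chow. Under it, the list medians were in HFD-Rapa against HFD-Ve 0.53 for leukocyte adhesion and migration, 0.13 for dendritic cell and MHC class II genes, -0.53 for interferon-stimulated genes, 0.21 for Toll-like receptor and NF-kB genes, -0.98 for fatty acid synthesis, -0.76 for triglyceride synthesis, -0.67 for lipolysis and lipid droplet genes, -0.59 for fatty acid oxidation, -0.19 for glucose uptake and glycolysis, -0.64 for pyruvate metabolism and TCA cycle, -0.82 for branched-chain amino acid catabolism, -0.38 for oxidative phosphorylation, -0.50 for cholesterol synthesis, -0.77 for adipogenic transcription factors and insulin signalling, 0.0985 for extracellular matrix and fibrosis, 0.57 for cell proliferation, 0.25 for ribosomal proteins and translation factors, 0.12 for lysosome and autophagy, -0.23 for mTOR pathway, 0.0258 for amino acid response and ER stress, -0.0524 for oxidative stress genes, -0.18 for circadian clock genes and 0.0909 for immediate early genes, and in HFD-Ve against chow 1.65 for macrophage markers, 2.47 for lipid-associated macrophage markers, -1.33 for fatty acid synthesis, 1.19 for extracellular matrix and fibrosis and -0.46 for mesothelial markers.

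With the authors' processed values, there were 889 genes for HFD-Rapa against HFD-Ve, 1651 genes for HFD-Ve against chow, 2788 genes for HFD-Rapa against chow, 1422 genes shared by both comparisons with chow, 229 genes only in HFD-Ve against chow and 58.8% of genes higher for HFD-Ve against chow. Here the list medians were in HFD-Rapa against HFD-Ve 0.29 for cytokines, 0.34 for chemokines and their receptors, 0.54 for leukocyte adhesion and migration, 0.38 for T cell markers, 0.29 for regulatory T cell markers, 0.55 for B cell markers, 0.35 for neutrophil and granulocyte markers, 0.37 for MDSC genes, 0.44 for NK and cytotoxic cell markers, -0.28 for interferon-stimulated genes, -0.69 for fatty acid synthesis, -0.48 for adipogenic transcription factors and insulin signalling, -0.48 for brown and beige adipocyte genes, -0.70 for endothelial markers, 0.56 for mesothelial markers, 0.54 for cell proliferation, -1.53 for erythrocyte genes, 0.24 for ovary and female tract genes, -0.14 for liver genes and 0.34 for lymph node and follicular genes, and in HFD-Ve against chow 1.29 for macrophage markers, 1.85 for lipid-associated macrophage markers and 0.77 for extracellular matrix and fibrosis, and in HFD-Rapa against chow 1.00 for extracellular matrix and fibrosis and -0.70 for endothelial markers.

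With a detection p under 0.05 on at least 1 array, list medians were in HFD-Rapa against HFD-Ve 0.37 for cytokines, 0.29 for alternatively activated macrophage markers, 0.37 for regulatory T cell markers, 0.48 for neutrophil and granulocyte markers, -0.72 for brown and beige adipocyte genes and -0.0022 for ovary and female tract genes, and in HFD-Ve against chow -0.43 for mesothelial markers.

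With a detection p under 0.01 on all 3 arrays, there were 49.3% of genes higher for HFD-Rapa against HFD-Ve, 53.3% of genes higher for HFD-Ve against chow and 47.5% of genes higher for HFD-Rapa against chow. Under it, the list medians were in HFD-Rapa against HFD-Ve 0.38 for cytokines, 0.50 for chemokines and their receptors, 0.58 for leukocyte adhesion and migration, -0.062 for alternatively activated macrophage markers, 0.39 for neutrophil and granulocyte markers, 0.44 for MDSC genes and 0.47 for lymph node and follicular genes, and in HFD-Ve against chow 1.88 for lipid-associated macrophage markers, -1.68 for fatty acid synthesis and -0.89 for mesothelial markers, and in HFD-Rapa against chow 1.05 for extracellular matrix and fibrosis.

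Without a detection filter, list medians were in HFD-Rapa against HFD-Ve 0.25 for cytokines, 0.48 for chemokines and their receptors, 0.48 for T cell markers, 0.22 for regulatory T cell markers, 0.30 for neutrophil and granulocyte markers, 0.30 for MDSC genes, 0.46 for mast cell markers, 0.16 for NK and cytotoxic cell markers, -0.24 for oxidative phosphorylation, -0.48 for brown and beige adipocyte genes, -0.017 for ovary and female tract genes, -0.0496 for liver genes, 0.0518 for mammary and other epithelial genes and 0.39 for lymph node and follicular genes, and in HFD-Ve against chow 2.07 for lipid-associated macrophage markers and -0.36 for mesothelial markers.

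With the mean of all kept probes, list medians were in HFD-Rapa against HFD-Ve 0.53 for MDSC genes, and in HFD-Ve against chow 1.96 for lipid-associated macrophage markers.

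At 2-fold, there were 391 genes for HFD-Rapa against HFD-Ve, 1183 genes for HFD-Ve against chow, 2117 genes for HFD-Rapa against chow, 1096 genes only in HFD-Rapa against chow, 1021 genes shared by both comparisons with chow and 162 genes only in HFD-Ve against chow.

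With probes in place of genes, there were 3020 probes for HFD-Rapa against HFD-Ve, 5098 probes for HFD-Ve against chow, 7544 probes for HFD-Rapa against chow, 3297 probes only in HFD-Rapa against chow, 4247 probes shared by both comparisons with chow and 851 probes only in HFD-Ve against chow.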

Differences from the paper's values

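At 1.5-fold with no p-value, the counts of genes and their ratio differed from the paper's by less than 1.5 times. The ratio was set against the value of about 1.5 in the paper's text, while the paper's own counts of 2432 and 4182 give a larger ratio. The paper names more than 1 threshold: its methods give a p under 0.05 for differentially regulated genes, its Figure 3 legend at least 1.5-fold at a p under 0.01 for the genes considered for pathway analysis, and its text a p under 0.01 for the genes only in HFD-Rapa. Which of them the other counts rest on is not stated, and 1 array per group gives no p here, so the thresholds differ. HFD-Ve against chow gave 2839 genes here and 2432 in the paper, HFD-Rapa against chow 4247 here and 4182 in the paper, and only HFD-Rapa against chow 1816 here and 2141 in the paper. The shared genes were 2431 here and about 2000 in Fig. 3A, read by eye, and those only in HFD-Ve 408 here and about 390 in Fig. 3A. Of the alternatives set before the data were examined, a 2-fold threshold and counts of probes put all 5 counts more than 1.5 times from the paper's, and no background correction and the authors' processed values did so for the genes only in HFD-Rapa (1384 and 1366) and only in HFD-Ve (238 and 229). The other alternatives stayed within 1.5 times for all 5. Counting probes of the authors' processed values, a setting chosen after seeing the values, gave 2652, 4430, 2205, 2225 and 427.

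For Il1b the paper reports a 2-fold increase by RT-qPCR of single mice. On the pooled arrays Il1b was not detected in HFD-Ve and was at least 1.57-fold higher in HFD-Rapa.

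By RT-qPCR of single mice the paper also states that the CD3 epsilon and Cd20 transcripts did not discriminate between the groups. It further states no discernible effect of rapamycin on Tnf and Il10. Cd20, here Ms4a1, was not detected on any array, while the B cell list had a median log2 difference of 0.83. On the pooled arrays Cd3e was 1.96-fold, Tnf 1.41-fold and Il10 at least 1.45-fold higher in HFD-Rapa than in HFD-Ve. For transcripts that the paper reports as higher, the arrays ran the same way for Foxp3 (1.29-fold), Adgre1 (1.36-fold), Icam1 (1.49-fold) and Ccl2 (1.22-fold). Why Cd3e differs was not tested.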

Other observations

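Tests chosen after their result was seen are those of background correction and normalization, of the adipocyte share and of the interferon list against chow.

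The medians of matrix, translation and lysosome genes lay above random lists in HFD-Rapa against HFD-Ve by small amounts. Few of the translation and lysosome genes were at 1.5-fold. Extracellular matrix genes had a median log2 difference of 0.18, with 8 of 32 at least 1.5-fold higher and 2 lower, or 0.0985 with median scaling, while their median against chow was 1.24 in HFD-Rapa. Ribosomal proteins and translation factors had a median of 0.33 (0.25 with median scaling) with 1 of 33 passing 1.5-fold, and lysosome and autophagy genes 0.22 (0.12 with median scaling) with 2 of 34 higher, among them the protease Ctss (1.77-fold). Immediate early genes had a median of 0.23 with 4 of 17 higher, which with median scaling was 0.09 and within the random lists (percentile 97.02). Oxidative phosphorylation genes had a median of -0.31 with 2 of 37 lower, and adipokines and other adipocyte secreted proteins of -0.49 with 8 of 18 lower and 1 higher. Liver genes went both ways, with 3 of 7 lower (2 at bounds), among them Cyp2e1, and 2 higher. Their median of -0.39 was -0.14 without background correction, -0.0496 without a detection filter and -0.22 at bounds, each within the random lists (percentiles 3.68, 5.23 and 3.29). In the adipokine list, Retn was at least 2.38-fold, Nrg4 3.13-fold and Vegfa 2.60-fold lower. The mTOR pathway had a median of -0.10 with 4 of 29 lower (3 at bounds), within the random lists (percentile 7.85), or -0.23 with median scaling. In it Mtor itself was 1.47-fold lower, Rptor and Rictor differed by 1.07-fold and 1.02-fold, and Ddit4, an inhibitor of mTOR signalling that responds to stress, was 2.27-fold lower. Also within the random lists were amino acid response and ER stress genes (median 0.11), oxidative stress genes (0.06, or -0.05 with median scaling), circadian clock genes (-0.05), glucocorticoid-responsive genes (-0.02, or 0.02 with a 75th percentile shift), skeletal muscle genes (-0.04), mammary and other epithelial genes (0.29, or 0.05 without a detection filter) and sex-linked genes (-0.04). The Y-linked genes Eif2s3y, Kdm5d and Uty were detected on all 3 arrays. Neither their detection nor the median of the sex-linked list shows whether the pools held males and females in the same proportion.

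The paper measured some transcripts in the VWAT of single mice by RT-qPCR. On the pooled arrays, Cd3e was 1.96-fold higher in HFD-Rapa than in HFD-Ve, where the paper saw no difference, Tnf 1.41-fold, Il10 at least 1.45-fold, Ccl2 1.22-fold, Icam1 1.49-fold, Foxp3 1.29-fold and Adgre1, which encodes F4/80, 1.36-fold. Srebf1 was 1.92-fold and Fasn 1.85-fold lower, and Lep 1.06-fold lower. The reference gene Eef2 differed by 1.01-fold. Il6, Il1a, Cd4, Cd8a, Ms4a1 and Nos2 were not detected on any array, and Il4 gave no fold. Itgax, which encodes CD11c, was 1.66-fold higher. The paper reports the other direction by flow cytometry, with less CD11c on macrophages of rapamycin-treated mice. That is protein on macrophages, while the array value is RNA of the whole tissue.

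Leukocyte lists were higher and adipocyte metabolism lists lower in HFD-Rapa than in HFD-Ve. Under 3 distinct settings that change background correction, normalization or the values used, 0 of 30 pairs of list and setting lost their sign or their place outside the random lists, which argues against these choices as the whole source. The 75th percentile shift and median scaling count as 1 setting here, since they differ by a constant per array and give the same places, and so do no background correction and the authors' processed values, which come out nearly alike. A smaller share of adipocyte RNA alone would raise every other cell type, and the endothelial list (-0.84) went against it. A lower amount of adipocyte RNA at an unchanged level per adipocyte could not be told apart from changes within adipocytes. Over the 96 genes of the adipocyte metabolism lists, the interquartile range of the log2 differences was 0.58, at the 96.98th percentile of random lists. These lists were not restricted to genes that only adipocytes express, which limits this comparison further. More immune cells in the tissue stay among the open explanations. From histology and flow cytometry the paper reports more macrophages, regulatory T cells and granulocytic suppressor cells in VWAT. For CD4 T cells it reports a lower percentage, with similar numbers per fat mass. Its RT-qPCR found Cd4 lower, Cd8 higher and no difference in Cd3e or the B cell gene Cd20. The T and B cell lists are therefore not matched by a reported rise of these cells in general.

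Interferon-stimulated genes were lower in HFD-Rapa than in HFD-Ve while the other immune lists named above were higher or went both ways. Their median stayed below 0 in each of these settings, with both members of a like pair looked at. It was at most -0.28, against -0.40 in the main processing, so its size depends on the processing but its direction does not. The 7 of 23 members brighter than the median gene had a median of -0.45, so dim probes alone do not give the direction. This does not speak for the dimmer members. Lower endothelial and adipocyte RNA that carries these genes may contribute and could not be excluded: against chow the list had a median of -0.32 (percentile 4.87), and the endothelial list of -0.93. A response to rapamycin within immune cells is a hypothesis that these arrays do not test.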
